# OLIG2 regulates lncRNAs and its own expression during oligodendrocyte lineage formation

**DOI:** 10.1186/s12915-021-01057-6

**Published:** 2021-06-25

**Authors:** Haichao Wei, Xiaomin Dong, Yanan You, Bo Hai, Raquel Cuevas-Diaz Duran, Xizi Wu, Natasha Kharas, Jia Qian Wu

**Keywords:** Oligodendrocyte development, OLIG2, LncRNAs, Histone modification, Transcriptional regulation, Regulation after transcription

## Abstract

**Background:**

Oligodendrocytes, responsible for axon ensheathment, are critical for central nervous system (CNS) development, function, and diseases. OLIG2 is an important transcription factor (TF) that acts during oligodendrocyte development and performs distinct functions at different stages. Previous studies have shown that lncRNAs (long non-coding RNAs; > 200 bp) have important functions during oligodendrocyte development, but their roles have not been systematically characterized and their regulation is not yet clear.

**Results:**

We performed an integrated study of genome-wide OLIG2 binding and the epigenetic modification status of both coding and non-coding genes during three stages of oligodendrocyte differentiation in vivo: neural stem cells (NSCs), oligodendrocyte progenitor cells (OPCs), and newly formed oligodendrocytes (NFOs). We found that 613 lncRNAs have OLIG2 binding sites and are expressed in at least one cell type, which can potentially be activated or repressed by OLIG2. Forty-eight of them have increased expression in oligodendrocyte lineage cells. Predicting lncRNA functions by using a “guilt-by-association” approach revealed that the functions of these 48 lncRNAs were enriched in “oligodendrocyte development and differentiation.” Additionally, bivalent genes are known to play essential roles during embryonic stem cell differentiation. We identified bivalent genes in NSCs, OPCs, and NFOs and found that some bivalent genes bound by OLIG2 are dynamically regulated during oligodendrocyte development. Importantly, we unveiled a previously unknown mechanism that, in addition to transcriptional regulation via DNA binding, OLIG2 could self-regulate through the 3′ UTR of its own mRNA.

**Conclusions:**

Our studies have revealed the missing links in the mechanisms regulating oligodendrocyte development at the transcriptional level and after transcription. The results of our research have improved the understanding of fundamental cell fate decisions during oligodendrocyte lineage formation, which can enable insights into demyelination diseases and regenerative medicine.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-021-01057-6.

## Background

The mammalian central nervous system (CNS) is made up of diverse cell types that belong to distinct functional lineages and are developmentally specified by transcription factors (TFs) [1, 2]. Oligodendrocyte progenitor cells (OPCs) differentiate from neural stem cells (NSCs) and can give rise to mature oligodendrocytes responsible for myelination. Axon ensheathment is critical for CNS development, function, and diseases such as multiple sclerosis (MS), leukodystrophies, stroke, and spinal cord or brain injury [3–7]. However, the molecular mechanisms regulating oligodendrocyte formation and differentiation are not yet fully understood.

A number of stage-specific TFs have been reported to control oligodendrocyte specification, differentiation, and myelination [8]. The basic-helix-loop-helix (bHLH) transcription factor oligodendrocyte TF 1/2 (OLIG1/2) are master regulators of oligodendrocyte development [9–12]. *Olig1* and *Olig2* have potentially redundant but also non-overlapping roles in the proliferation and differentiation of neural progenitors [13]. Previous studies reported that ablation of *Olig1* had an impact on the later stage of oligodendrocyte development [12, 14] and knocking out *Olig2* in mice led to the failure of oligodendroglial lineage generation [12]. Specific deletion of *Olig2* in OPCs caused hypomyelination by reducing oligodendrocyte differentiation, while the ablation of *Olig2* in immature oligodendrocyte induced maturation of oligodendrocytes, myelination, and remyelination in mice [15]. Moreover, overexpression of *Olig2* in NSCs promoted the generation of OPCs and mature oligodendrocytes both in vitro and in vivo [11, 16].

Previous studies have shown that OLIG2 may activate or repress gene expression directly or cooperatively with other factors [17–19]. OLIG2 regulates many important protein-coding genes during oligodendrocyte formation (e.g., *Sox10*) [20]. Additionally, previous studies from our group and others have demonstrated that OLIG2 also controls many long non-coding RNAs (lncRNAs) [21, 22]. lncRNAs (> 200 bp) play crucial roles in transcriptional regulation during various biological processes including embryonic stem cells (ESCs) differentiation, neurogenesis, and cancer [23, 24].

It is of critical importance to investigate lncRNAs, because only less than 2% of the genome is associated with protein-coding genes, and a large number of disease-causing mutations reside in the non-coding regions [25]. Several studies have revealed that lncRNAs are transcribed in developmental- and tissue-specific manners and regulate cell fate determination [26–30]. For example, the depletion of dozens of lincRNAs (long intergenic noncoding RNAs) causes ESCs to exit the pluripotent state or increase lineage commitment [31]. Also, multiple mouse knockout models have proven that lncRNAs are required for brain development in vivo [28]. Also, lncRNAs are regulated by cell-type-specific TFs, such as the pluripotency TFs SOX2, OCT4, and NANOG in ESCs, or the RE1 silencing TF (REST) during neuronal differentiation [31–33]. In our previous studies, we found that *lnc-OPC* was highly expressed in OPCs and repressed by OLIG2 [21, 34]. The deletion of *lnc-OPC* significantly reduced OPCs formation and affected the expression of genes associated with differentiation from NSCs to OPCs [21]. LncRNAs often bind to ubiquitous regulatory proteins such as chromatin modification complexes to guide them to specific locations in the genome, controlling a number of downstream genes to define cell-type-specific expression programs. Such a mechanism resolves the paradox that a small repertoire of chromatin-modifying complexes, which often have RNA-binding domains but little DNA sequence specificity, can establish complex epigenetic states across different cell types arising throughout development [35, 36]. For example, He et al. have demonstrated that *lncOL1* and SUZ12/PRC2 could form a complex to promote oligodendrocyte differentiation [22].

Evidence shows that dynamic epigenetic modification plays an essential role during the process of oligodendrocyte differentiation [37–39]. In particular, bivalent domains containing both repressive H3K27m3 (K27) and active H3K4m3 (K4) marks reportedly play important roles in pluripotency and cell differentiation [40]. In ESCs, genes with bivalent domains in the promoter (bivalent genes) were silent yet poised for activation upon differentiation [40]. However, little is known about the function of such bivalent genes during the process of oligodendrocyte formation and differentiation or about how they are regulated.

In addition to regulation at transcription level, regulation after transcription involves RNA processing (such as alternative splicing, capping, and polyadenylation), RNA editing, mRNA stability, and translation. Previous studies have demonstrated that certain genes could regulate their expression through protein interaction with their own mRNAs. For example, TDP-43 and huntingtin protein (HTT) in the CNS [41, 42]. However, it is not yet known whether OLIG2 has such a mechanism of regulation.

In previous studies, we identified the cell-type-specific gene markers by analyzing NSCs, OPCs, and newly formed oligodendrocytes (NFOs) transcriptomes [43]. To further investigate the mechanisms of regulation during oligodendrocyte differentiation, we have performed ChIP-Seq (chromatin immunoprecipitation sequencing) experiments by in vivo purifying oligodendrocyte lineage cells of different stages of oligodendrocyte development using mouse models. We integrated ChIP-Seq data for OLIG2 and epigenetic status together with RNA-Seq (RNA sequencing) data from NSCs, OPCs, and NFOs. In the current study, we have identified the protein-coding and lncRNA genes bound by OLIG2 in vivo in NSCs, OPCs, and NFOs. Motif analysis showed that binding motifs for other TFs were also found in the OLIG2 binding region, likely cooperating with OLIG2 in regulating oligodendrocyte development. We found that lncRNAs can be either activated or repressed by OLIG2, potentially functioning during oligodendrocyte formation and differentiation. These OLIG2-bound lncRNAs were functionally enriched in ‘oligodendrocyte differentiation’ based on “guilt-by-association” analysis. Based on ChIP-Seq analysis of H3K27m3 (K27) and H3K4m3 (K4) marks, we identified the bivalent genes in NSC, OPC, and NFO stages. These bivalent genes were dynamically regulated during oligodendrocyte differentiation and some of them were bound by OLIG2. Intriguingly, we found AU-rich elements (AREs) in the 3′ UTR (untranslated region) of *Olig2* mRNAs and demonstrated for the first time that OLIG2 can act not only as a transcriptional factor by binding to genomic DNA but also be involved in the regulation of *Olig2* after transcription via the 3′ UTR of its own mRNA.

## Results

### Functional enrichment of OLIG2-binding genes at oligodendrocyte formation and differentiation stages

Figure 1a shows the overall experimental scheme and data integration. To investigate the target genes of OLIG2 during the NSC-OPC-NFO differentiation process, we have purified oligodendrocyte lineage cells of different stages of oligodendrocytes development using mouse models by immunopanning method in vivo [44]. 

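OLIG2 ChIP-Seq, in which DNA bound by OLIG2 is precipitated with an antibody and sequenced, was analysed in OPCs and NFOs, and the OLIG2 peaks of NSCs were not analysed here. OPCs and NFOs were purified from brains of C57BL/6 mice at postnatal day 7. Each cell type has 1 library and no replicates, so the values carry no error between animals or preparations. The authors mapped the reads to mm10 (GRCm38) with Bowtie2, kept uniquely mapped reads, called peaks for each library with SPP and excluded blacklisted regions. The deposited lists give the position of each called peak with its fold enrichment and its FDR, as the authors' peak caller gave them, and the number of reads behind a peak is unknown. They hold 7384 called peaks for OPCs and 16911 for NFOs. The filter of the Methods, an FDR below 0.05 and a fold enrichment above 5, was applied here and left 6566 called peaks in OPCs and 14076 in NFOs. Genes came from GENCODE release M21 with the lncRNAs of the NCBI annotation of GRCm38 added, 43224 genes in all, of which 21938 were protein-coding genes and 21286 were lncRNAs. Intervals on shares of peaks or genes are exact binomial (Clopper-Pearson) 95% intervals and cover counting error only.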

Subsequently, we performed OLIG2 ChIP-Seq experiments and bioinformatics analysis in NSCs, OPCs, and NFOs. The same pipeline and consistent parameters were used to analyze OLIG2 called peaks for uniformity and comparability across cell types (see the “Methods” section). 

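The OLIG2 called peaks that passed the filter had a median width of 230 bp in OPCs and 236 bp in NFOs. The called peak with the highest fold enrichment lay at the same place in both cell types on chromosome 19, with its summit upstream of the TSS of Atg2a, by 161 bp in OPCs and 153 bp in NFOs. In OPCs it ran from 6241344 to 6241669 with a fold enrichment of 167, and in NFOs from 6241355 to 6241674 with a fold enrichment of 189. The next peak in OPCs lay in an intron of Tmcc3 (chromosome 10, 94428651 to 94428809) with a fold enrichment of 112, and the overlapping NFO peak had a fold enrichment of 39.8. A peak in an intron of Ppp1r10 (chromosome 17, from 35919091) came next in OPCs, at 109, and came after Atg2a in NFOs, also at 112. The NFO peak next in rank, at 107, lay 5620 bp from Adap2 (chromosome 11, 80148373 to 80148484) and overlapped no OPC peak.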

Using the SPP program from the ENCODE project, we identified 13,959, 7384, and 16,911 OLIG2 called peaks in NSCs, OPCs, and NFOs, respectively. The distribution of OLIG2 called peaks in the genome showed that 32%, 40.64%, and 45.15% of them were localized in distal intergenic regions in NSCs, OPCs, and NFOs, respectively, and that 21.35%, 9.36%, and 5.34% were localized close to promoters (< 1 Kb from transcription start sites (TSS)) in NSCs, OPCs, and NFOs, respectively (Fig. 1b). 

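Each called peak was assigned by its distance from the nearest TSS of any transcript. Within 1 kb of a TSS lay 975 of the OPC peaks, 14.8% (95% interval 14.0 to 15.7%), and 1376 of the NFO peaks, 9.78% (9.29 to 10.3%). Distal intergenic regions held 35.3% of the OPC peaks (34.1 to 36.5%) and 40.0% of the NFO peaks (39.1 to 40.8%). For both classes the difference between the cell types exceeded the counting error of either library. Another 10.4% of OPC peaks and 10.7% of NFO peaks lay between 1 kb and 3 kb from a TSS. A fold enrichment above 10 gave shares near a TSS of 20.5% in OPCs and 11.8% in NFOs, and 1 TSS per gene, an alternative chosen after seeing the data, gave 10.9% and 6.66%.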

Totals of 10,161, 4482, and 9030 peaks were identified within 5 kb upstream of the TSS and the gene body in NSCs, OPCs, and NFOs (Additional file 1: Table S1). 

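In the deposited lists after the filter, 4557 OPC peaks and 9155 NFO peaks lay within 5 kb upstream of the TSS of a gene or within the gene body. The deposited gene annotation of these peaks is held here only in part, with 1448 of the 5640 entries of Table S1 for OPCs and 0 of the 11080 entries for NFOs, so the genes were assigned anew from the peak positions.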

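Within 5 kb upstream of the TSS or in the gene body, 4612 genes had OLIG2 called peaks in OPCs and 7891 genes in NFOs. The OPC genes were 3281 protein-coding genes and 1331 lncRNAs, so that lncRNAs made up 28.9% (95% interval 27.6 to 30.2%). The NFO genes were 5491 protein-coding genes and 2400 lncRNAs, with a share of lncRNAs of 30.4% (29.4 to 31.4%). With a fold enrichment above 10, the numbers of genes fell to 1945 in OPCs and 3830 in NFOs, the largest move among the alternatives.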

We annotated OLIG2 ChIP-Seq called peaks and identified OLIG2 target genes including 8281 genes in NSCs (5539 protein-coding genes and 2742 lncRNAs), 4471 genes in OPCs (3233 protein-coding genes and 1238 lncRNAs), and 7680 genes in NFOs (5388 protein-coding genes and 2292 lncRNAs) (Additional file 1: Table S1). We annotated called peaks to genes and performed a functional enrichment using MSigDB terms. 

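Between OPCs and NFOs, 2254 genes had OLIG2 called peaks in both cell types, which is 48.9% of the OPC genes and 28.6% of the NFO genes. Called peaks in OPCs but not in NFOs were found at 2358 genes, and in NFOs but not in OPCs at 5637 genes, without regard to NSCs. The peaks themselves coincided less often than the genes. An overlap of at least 1 bp with an NFO peak was found for 874 OPC peaks, 13.3% (95% interval 12.5 to 14.2%), which overlapped 6.21% of the NFO peaks (5.82 to 6.62%). When the OPC peaks were shifted along each chromosome 1000 times, the mean overlap was 17.1 peaks and the highest 31, so the observed overlap was 51.2 times the mean. The shared fraction rose with fold enrichment, from 8.45% of the OPC peaks between 5 and 10 (n = 4250) to 16.9% between 10 and 20 (n = 1994), 50.7% between 20 and 40 (n = 278) and 84.1% above 40 (37 of 44 peaks).

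**Figure D1:**
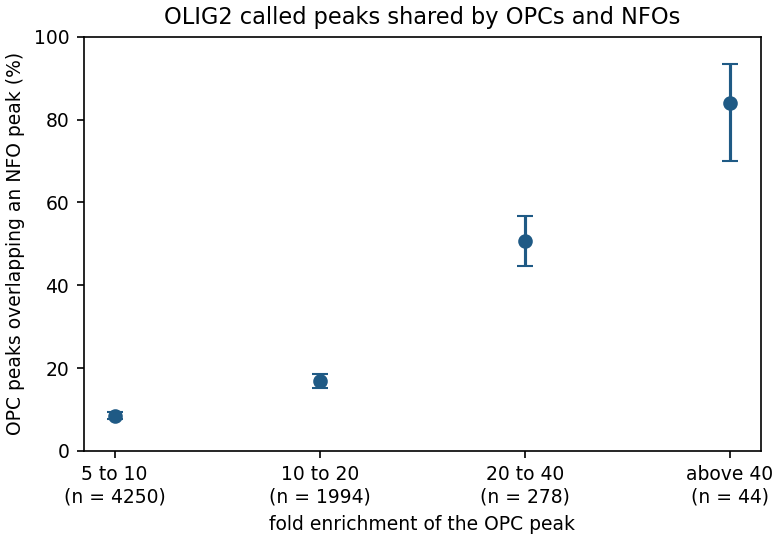
Percentage of OPC OLIG2 called peaks that overlap an NFO OLIG2 called peak, by the fold enrichment of the OPC peak. Points are shares of peaks and bars are exact binomial 95% intervals, and the share rises from 8.45% in the lowest class to 84.1% in the highest.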

Results indicated that 3803 genes with called peaks only in NSCs were enriched in stem cell terms, and SOX2- and SUZ12-target genes; 1432 genes with called peaks only in OPCs were enriched in NADPH, WNT, and MYC pathways; and 4511 genes with called peaks only in NFOs were enriched in cell cycle, microtubule, and ribonucleotide binding terms (Fig. 1c, d).

**Fig. 1:**
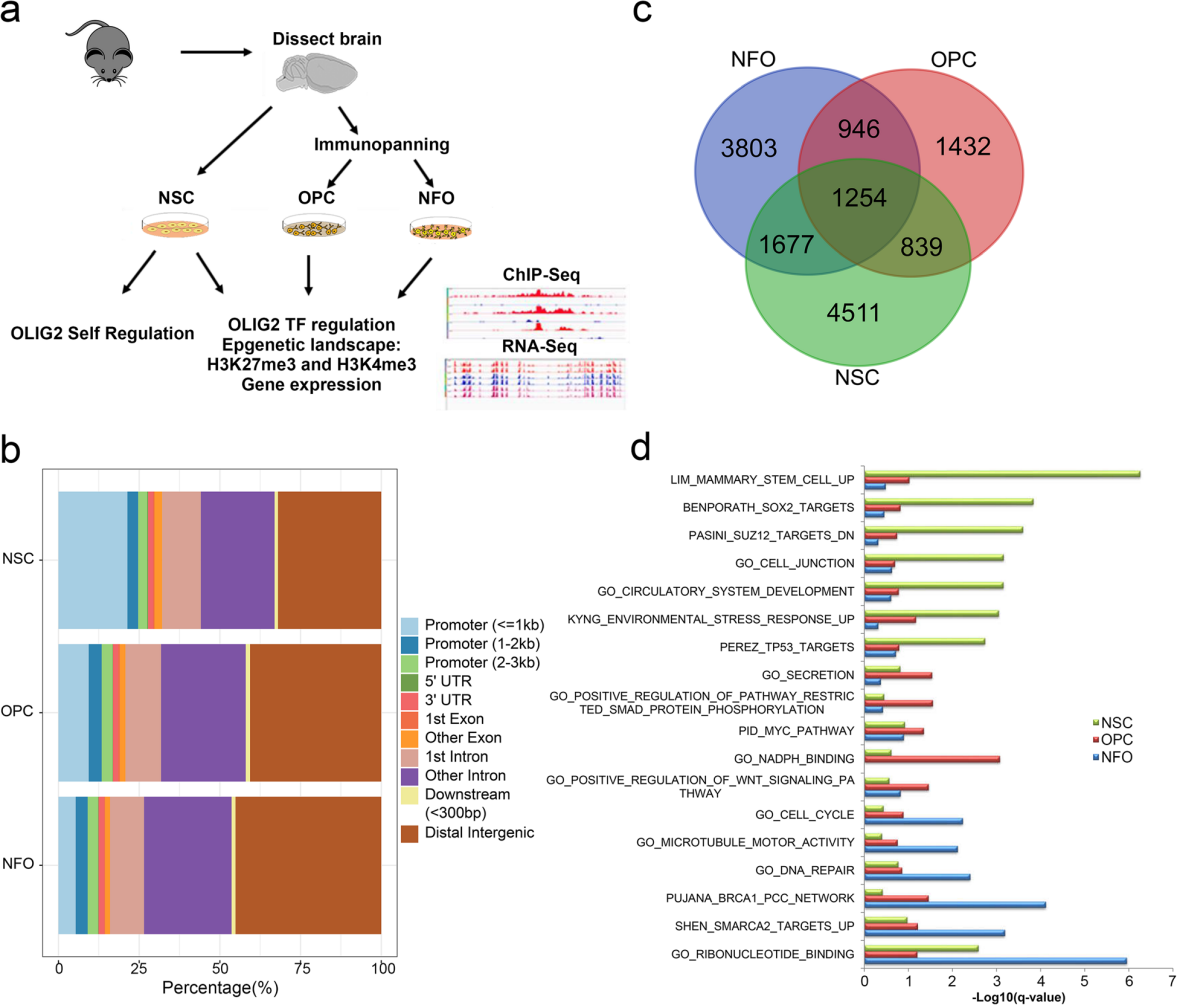
Experimental scheme and the genome-wide binding of OLIG2 in NSCs, OPCs, and NFOs. **a** Experimental scheme and data integration. **b** Genomic distribution of OLIG2 called peaks in NSCs, OPCs, and NFOs. **c** Overlapping OLIG2 binding genes in NSCs, OPCs, and NFOs. **d** Functional enrichment of specific genes in NSCs, OPCs, and NFOs

### OLIG2 can function either as a repressor or an activator in regulating oligodendrocyte formation and differentiation

To identify the genes regulated by OLIG2 during oligodendrocyte development, we correlated the ChIP-Seq data for OLIG2 and the RNA-Seq data from purified NSCs, OPCs, and NFOs. In our previous work, we studied the transcriptomes of NSCs from embryonic (E14.5) CD-1 mouse brain cortex [21] and OPCs and NFOs purified by immunopanning from mouse cerebral cortices (P17) [43]. Firstly, we detected differentially expressed genes (DEGs) during oligodendrocyte formation in the transition from NSCs to OPCs and during oligodendrocyte differentiation in the transition from OPCs to NFOs (Fig. 2a, b, Additional file 2: Table S2). Comparing OPCs to NSCs, 5890 significant DEGs were observed and 1216 of them (607 upregulated genes and 609 downregulated genes) were bound by OLIG2 in OPCs as shown by ChIP-Seq (Fig. 2a, c). Another 3516 DEGs were obtained by comparing NFOs to OPCs. A total of 1160 of these (221 upregulated genes and 939 downregulated genes) were bound by OLIG2 in NFOs (Fig. 2b, d). The genes that were down-regulated or repressed during the transition from OPCs to NFOs were strongly enriched in the terms “nervous system development,” “neuron part,” and “synapse” (Fig. 2e), and the upregulated or activated genes were enriched in “oligodendrocyte differentiation” and “cytoskeletal protein” (Fig. 2f).

**Fig. 2:**
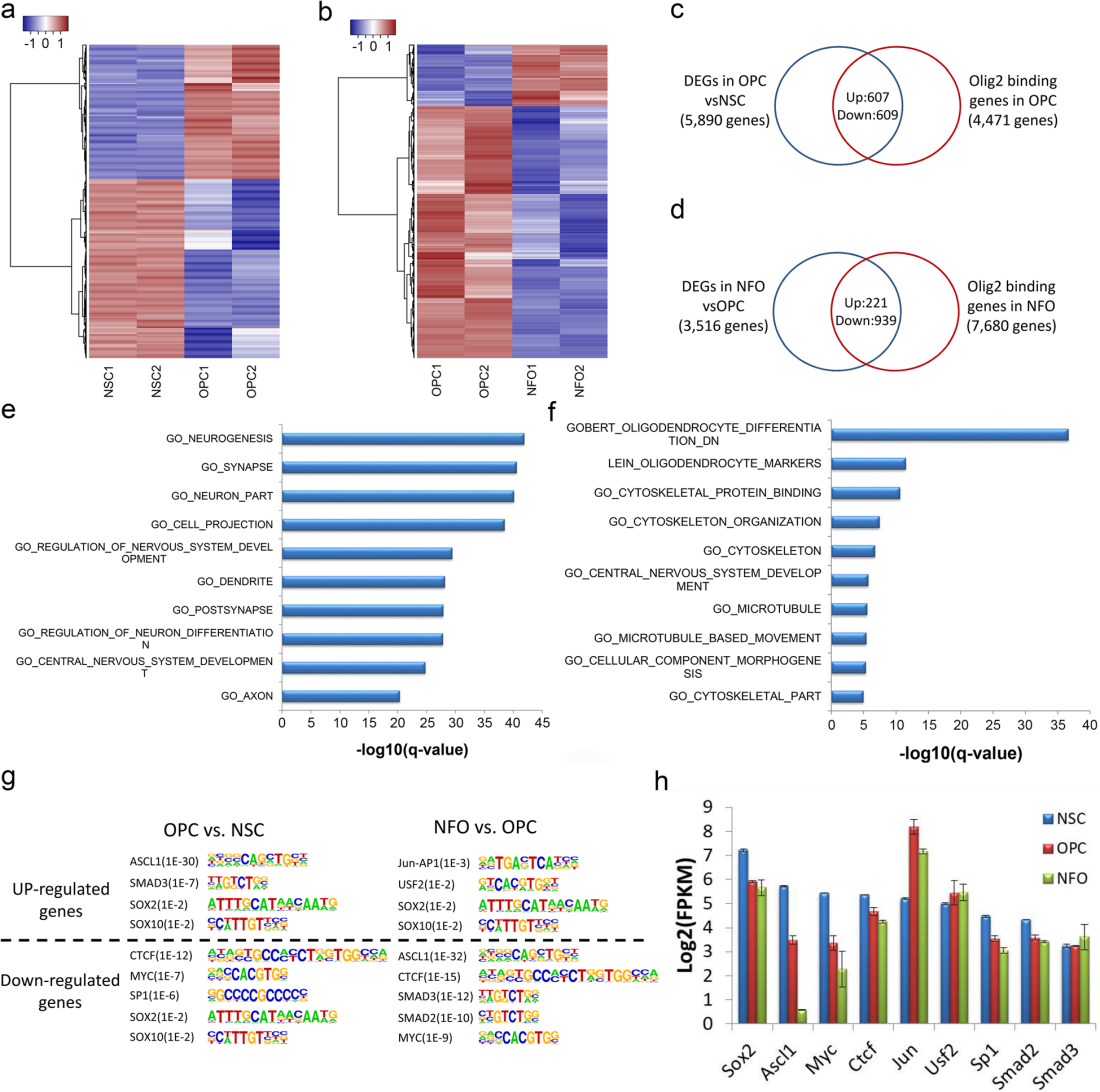
OLIG2 activates or represses gene expression during transitions from NSCs to OPCs and OPCs to NFOs. **a**, **b** Heatmaps of DEGs in OPCs compared with NSCs (**a**) and NFOs compared with OPCs (**b**). **c**, **d** Overlap of DEGs bound by OLIG2 in OPCs compared with NSCs (**c**) and NFOs compared with OPCs (**d**). **e**, **f** Gene set enrichment of downregulated (**e**) or upregulated (**f**) genes that are also bound by OLIG2 in NFOs compared with OPCs. **g** Some examples of top binding motifs of TFs that are enriched in the OLIG2 called peak regions. **h** Gene expression of TFs

The above analysis implies that OLIG2 binding did not always lead to gene activation but also to gene repression, which raises a question as to whether this could due to the recruitment of other TFs. We obtained DEGs with OLIG2 called peaks in OPCs or NFOs and analyzed the TF motifs using Homer known motifs analysis among these peaks (Fig. 2g). For example, ASCL1 and SMAD3 motifs were highly enriched in both OPCs vs. NSCs up-regulated genes and NFOs vs. OPCs down-regulated genes; SMAD2 motifs were highly enriched in NFOs vs. OPCs down-regulated genes; MYC motifs was enriched in OPCs vs. NSCs and NFOs vs. OPCs downregulated genes. In addition to these TF motifs, we also found that CTCF motifs were enriched in downregulated genes in OPCs vs. NSCs and NFOs vs. OPCs; Jun-AP1 and USF2 motifs are enriched in NFOs vs. OPCs upregulated genes. Motifs for SOX family proteins were enriched in both OPCs vs. NSCs up- and downregulated genes and NFOs vs. OPCs upregulated genes. Because of fewer upregulated genes in NFOs vs. OPCs with OLIG2 called peaks, the statistics of TF motifs among these genes is less significant compared to other stages. RNA-Seq data showed that these TFs were indeed expressed in NSCs, OPCs, and NFOs (Fig. 2h).

### OLIG2 regulates lncRNAs during oligodendrocyte development

Previously, we have demonstrated the functional role of lncRNAs in oligodendrocyte formation [21]. We also showed that OLIG2 could regulate the expression of *lnc-OPC* (*5330416C01Rik*) by acting as a transcriptional repressor [21]. To comprehensively identify OLIG2-bound lncRNAs during oligodendrocyte differentiation, we focused on the lncRNAs that have OLIG2 called peaks and FPKM (Fragments Per Kilobase of transcript per Million mapped reads) > 1 in at least one cell type. A total of 613 lncRNAs were retained for analysis of gene expression patterns and 10 expression patterns were identified using the k-means clustering method (Fig. 3a, Additional file 3: Table S3). 

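Table S3 gives a cluster, an FPKM for each of 2 RNA-Seq samples per cell type and the presence of OLIG2 called peaks for each of 613 lncRNAs, and 591 of them could be placed on the annotation. Of the 172 placed lncRNAs with an OPC peak in the table, 171 had one among the deposited peaks (99.4%, 95% interval 96.8 to 100.0%), as did 237 of the 246 with an NFO peak (96.3%, 93.2 to 98.3%). With a fold enrichment above 10 in place of 5, the largest move among the alternatives, these numbers were 79 for OPCs and 103 for NFOs. In cluster 3, the median FPKM from the table, averaged over the 2 samples, was 2.49 in NSCs, 2.13 in OPCs and 0.687 in NFOs. Mir99ahg had 3 OPC peaks in its gene body, the strongest on chromosome 16 from 77331169 to 77331398 with a fold enrichment of 22.5. 2610316D01Rik had 1 OPC peak on chromosome 3 from 45375966 to 45376195 with a fold enrichment of 20.2. Pantr1 had 1 OPC peak in its gene body (chromosome 1, 42629834 to 42630063, fold enrichment 5.97), and B230311B06Rik had 1 upstream of its TSS (chromosome 7, 118590305 to 118590534, fold enrichment 6.15). No NFO peak was listed at these 4 lncRNAs, even before the filter. Of the 7 lncRNAs of the cluster with peaks in NFOs alone in Table S3, 6 had an NFO peak and no OPC peak here.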

Among genes in cluster 3, there were 56 lncRNAs with low expression in NFOs and high expression in NSCs and OPCs, including four genes (*Mir99ahg*, *2610316D01Rik*, *Pantr1*, and *B230311B06Rik*) with OLIG2 called peaks in NSCs and OPCs but not in NFOs, and seven genes with OLIG2 called peaks in NFOs but not in NSCs or OPCs. The genes in cluster 4 (73 lncRNAs) and cluster 5 (42 lncRNAs) exhibited high expression in NSCs and low expression in OPCs and NFOs (e.g., *Crnde*). A total of 45 genes have OLIG2 called peaks only in NSCs but not in OPCs or NFOs and five genes were annotated with OLIG2 called peaks in OPCs and NFOs but not in NSCs. 

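Median FPKM in cluster 4 was 3.34 in NSCs, 0.607 in OPCs and 0.260 in NFOs, and in cluster 5 it was 1.99, 1.11 and 0.524. Table S3 marks 23 lncRNAs of cluster 4 and 19 of cluster 5 with OLIG2 called peaks in NSCs alone. Neither the OPC nor the NFO peaks covered 22 of those in cluster 4 and 19 of those in cluster 5. The 1 lncRNA of cluster 4 and the 4 of cluster 5 with peaks in OPCs and NFOs but not in NSCs in the table all had peaks in both cell types here.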

In cluster 6, 63 lncRNAs including *Sox2ot* had high expression in OPCs but not in NSCs or NFOs. Four genes were annotated with OLIG2 called peaks only in OPCs, and nine genes had called peaks only in NSCs and NFOs. 

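In cluster 6, the median FPKM was 0.472 in NSCs, 1.80 in OPCs and 0.252 in NFOs. All 4 lncRNAs that Table S3 marks with peaks in OPCs alone had an OPC peak and no NFO peak among the deposited peaks. Of the 9 marked in NSCs and NFOs, 8 had an NFO peak and no OPC peak. Over the 61 lncRNAs of this cluster placed on the annotation, 23 had an OPC peak, 28 had an NFO peak and 13 had both.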

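The lncRNAs of cluster 10 had a median FPKM of 0.205 in NSCs, 0.827 in OPCs and 2.38 in NFOs in Table S3. An OPC peak without an NFO peak was found at all 4 of the lncRNAs that the table marks in NSCs and OPCs, and an NFO peak without an OPC peak at all 17 marked in NFOs alone. In total, 36 placed lncRNAs of the cluster had an NFO peak and 20 had an OPC peak.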

A total of 88 lncRNAs are grouped into cluster 10 with low expression in NSCs and OPCs, but high expression in NFOs, including four genes with OLIG2 called peaks only in NSCs and OPCs and 17 genes only in NFOs.

**Fig. 3:**
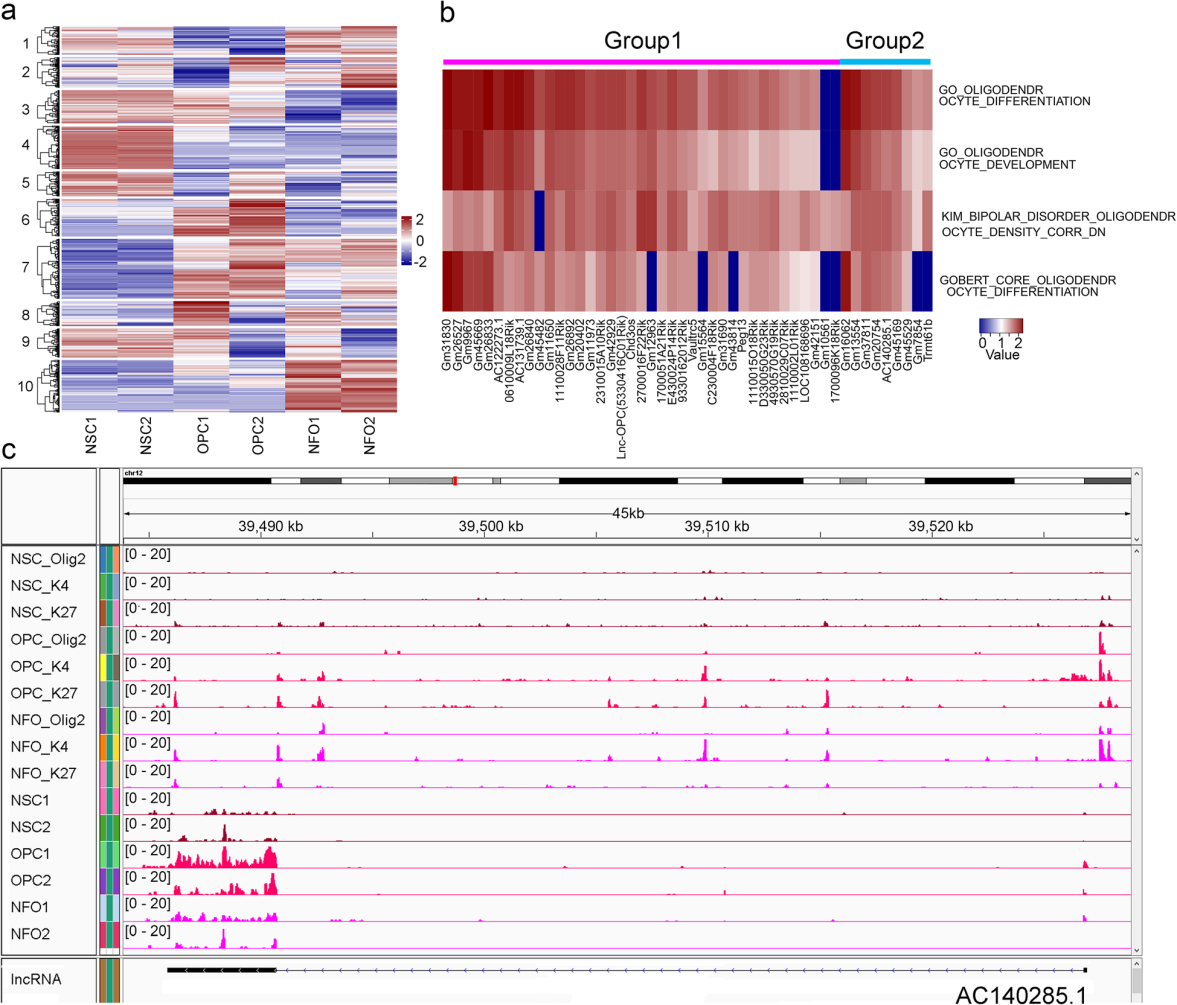
LncRNAs bound by OLIG2 in NSCs, OPCs, and NFOs. **a** *K*-means clustering of lncRNAs identified in NSCs, OPCs, and NFOs. **b** The potential function of 48 lncRNAs in cluster 7. Group1 genes (39 lncRNAs) have OLIG2 called peaks in NSCs but not in OPCs or NFOs; group 2 genes (9 lncRNAs) have OLIG2 called peaks in OPCs and NFOs but not in NSCs. Color depth represents NES (normalized enrichment score) calculated by GSEA and indicates association strength. **c** ChIP-Seq and gene expression of *AC140285.1* in NSCs, OPCs, and NFOs

The genes in cluster 7 (101 lncRNAs) were expressed at lower levels in NSCs and higher levels in OPCs and NFOs. 

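In cluster 7, Table S3 gives a median FPKM of 0.461 in NSCs, 3.10 in OPCs and 2.13 in NFOs. Of the 39 lncRNAs marked with peaks in NSCs alone, 38 had neither an OPC nor an NFO peak among the deposited peaks. Peaks in both OPCs and NFOs were found at all 9 lncRNAs marked in these cell types but not in NSCs.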

A total of 39 genes (including *lnc-OPC*, group 1) were annotated with OLIG2 called peaks only in NSCs but not in OPCs and NFOs, and nine lncRNAs (group 2) had OLIG2 called peaks in OPCs and NFOs but not in NSCs (Fig. 3b). We predicted the potential roles of these lncRNAs using a “guilt-by-association” analysis. First, we computed the gene expression Pearson correlations between each lncRNA and protein-coding genes and then ranked protein-coding genes by their correlation coefficients [45]. Significantly enriched gene sets were identified using the Gene Set Enrichment Analysis (GSEA) [46, 47]. The functions of these 48 lncRNAs were enriched for the term “oligodendrocyte differentiation” (Fig. 3b). For example, *AC140285.1* has lower expression in NSCs but higher expression in OPCs and NFOs according to RNA-Seq and qPCR validation (Fig. 3c and Additional file 4: Fig S1) from NSCs, OPCs, and NFOs. Moreover, OLIG2 ChIP-Seq results showed that this gene is annotated with OLIG2 called peaks in OPCs and NFOs but not in NSCs (Fig. 3c). These correlation results of OLIG2 ChIP-Seq with RNA-Seq in NSCs, OPCs, and NFOs suggested that *AC140285.1* might be activated by OLIG2 in OPCs and NFOs.

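AC140285.1 (ENSMUSG00000113343.1) is annotated as a lncRNA on the minus strand of chromosome 12 from 39485844 to 39526955. Its OPC peak lay upstream of the TSS, from 39527455 to 39527684, with a fold enrichment of 11.7. The NFO peak lay within the gene body, from 39492688 to 39492923, with a fold enrichment of 7.43, and did not overlap the OPC peak. An H3K4me3 called peak was found within 2 kb of the TSS in OPCs (39525816 to 39526874, fold enrichment 4.24) and in neither NSCs nor NFOs. In Table S3 its FPKM, averaged over the 2 samples per cell type, was 0.118 in NSCs, 0.882 in OPCs and 0.347 in NFOs.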

### Epigenetic landscape: genomic distributions of H3K4me3 (K4) and H3K27me3 (K27) marks during the course of oligodendrocyte development

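H3K4me3 and H3K27me3 were each analysed by ChIP-Seq in 1 library of NSCs, OPCs and NFOs, 6 libraries in all. The authors mapped the reads to mm10 with Bowtie2 and called broad peaks with MACS2, excluding blacklisted regions, and the depth of the libraries is unknown from the deposited lists. Peak names in the lists mark the NSC reads as single-end and the OPC and NFO reads as paired-end, so peak widths are not on 1 scale across cell types. The Methods give E14.5 CD-1 mice as the source of the NSCs, and the labels give C57BL/6. The labels of the 6 libraries name the antibody to the other histone mark than their titles do, and the titles were used here. All 1430 NSC H3K4me3 peaks named in the K4 only part of Table S4 held here (1999 of 17766 entries) are in the list titled NSC H3K4me3, and 0 are in the list titled NSC H3K27me3. The filter of the Methods, an FDR below 0.05 and a fold enrichment above 3.5, was applied to the deposited lists. For H3K4me3 it left 26385 of 33292 called peaks in NSCs, 17296 of 18284 in OPCs and 15902 of 21736 in NFOs. For H3K27me3 it left 22502 of 36069 in NSCs, 19265 of 29417 in OPCs and 8589 of 12688 in NFOs. Median widths of the remaining H3K4me3 peaks were 939, 1048 and 268 bp in NSCs, OPCs and NFOs, and those of the H3K27me3 peaks were 311, 263 and 697 bp.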

To examine the dynamic epigenetic modification during NSCs differentiation into OPCs and NFOs, we performed ChIP-Seq experiments to identify H3K4me3 (activated chromatin marks) and H3K27me3 (repressed chromatin marks) in NSCs, OPCs, and NFOs, followed by bioinformatics analysis [48]. The majority (40.6%, 68.28%, and 39.76% in NSCs, OPCs, and NFOs, respectively) of H3K4me3 called peaks was distributed in proximal promoter regions (≤ 1 kb from TSS), while the majority (54.96%, 48.6%, and 40.35% in NSCs, OPCs, and NFOs, respectively) of H3K27me3 called peaks were found in distal intergenic regions (Fig. 4a). 

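Of the H3K4me3 called peaks, 53.5% in NSCs (95% interval 52.9 to 54.1%), 76.3% in OPCs (75.7 to 77.0%) and 53.4% in NFOs (52.6 to 54.2%) lay within 1 kb of the TSS of any transcript. The same distance held 7.40% of the H3K27me3 peaks in NSCs, 15.5% in OPCs and 23.8% in NFOs. Distal intergenic regions held 51.6% of the H3K27me3 peaks in NSCs (51.0 to 52.3%), 40.8% in OPCs (40.2 to 41.5%) and 32.1% in NFOs (31.1 to 33.1%), against 18.2%, 12.9% and 26.6% of the H3K4me3 peaks. A fold enrichment above 5 gave shares of H3K4me3 peaks near a TSS of 77.4% in NSCs, 87.7% in OPCs and 61.0% in NFOs, and all listed peaks, chosen after seeing the data, gave 45.0%, 73.0% and 44.9%.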

The densities of read count frequencies for H3K4me3 and H3K27me3 revealed that H3K4me3 called peaks were enriched close to the TSS and that H3K27me3 called peaks were enriched in regions distal to the TSS (Fig. 4b).

**Fig. 4:**
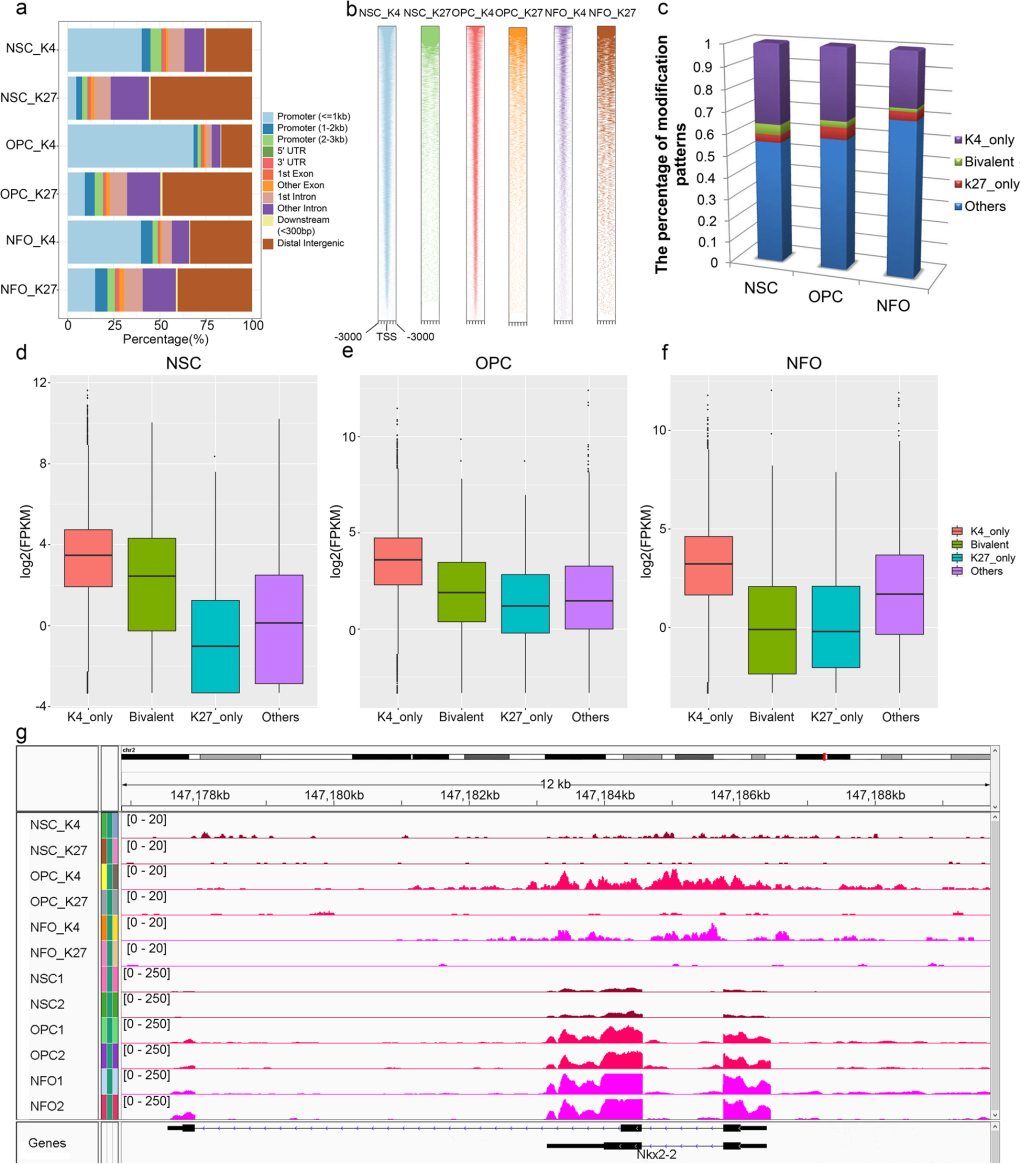
Distribution of H3K4me3 (K4) and H3K27me3 (K27) in NSCs, OPCs, and NFOs. **a** Genomic distribution of H3K4me3 and H3K27me3 called peaks in NSCs, OPCs, and NFOs. **b** Heatmap of H3K4me3 (K4) and H3K27me3 (K27) ChIP-Seq data in NSCs, OPCs, and NFOs in the interval from − 3 kb to + 3 kb from the TSS. **c** The percentage of genes in NSCs, OPCs, and NFOs associated with only H3K4me3, bivalent marks, only H3K27me3, or other states. **d**–**f**. Box plot of expression values of genes from different epigenomic categories in NSCs (**d**), OPCs (**e**), and NFOs (**f**). **g** Profiles of H3K4me3 and H3K27me3 marks and RNA-Seq visualized using IGV (*Nkx2-2*)

We also constructed a state-of-the-art regulation database using WashU EpiGenome Browser [49] that provides an interactive, searchable interface for querying and exploring OLIG2 and epigenetic regulation across the stages during oligodendrocyte development. The database is a CGI application and is publicly available to the research community (http://jiaqianwulab.org/OLIG2chip/oligodendrocyte_chip.html).

To identify associations between epigenetic modification and gene expression, we annotated total peaks identified (see Methods). We annotated the peaks within 2 kb upstream and downstream of the TSS of each gene. The annotated peaks were classified as “K4 only,” “K27 only,” “bivalent” (including both overlapping H3K4me3 and H3K27me3 marks), and other classes. We identified 36.1%, 32.3%, and 24.4% of genes associated with “K4 only” in NSCs, OPCs, and NFOs, respectively, and 3.5%, 5.4%, and 3.8% of genes associated with “K27 only” in NSCs, OPCs. and NFOs, respectively. In contrast, only 4.7%, 2.8%, and 1.5% of genes contained bivalent domains in NSCs, OPCs, and NFOs, respectively (Fig. 4c, Additional file 5: Table S4). 

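Genes were classed here from called peaks within 2 kb of the TSS, with overlapping H3K4me3 and H3K27me3 peaks taken as a bivalent domain. K4 only genes numbered 15697 in NSCs, 36.3% of the annotation (95% interval 35.9 to 36.8%), 14183 in OPCs, 32.8% (32.4 to 33.3%), and 9284 in NFOs, 21.5% (21.1 to 21.9%). K27 only genes numbered 1040 in NSCs, 2.41% (2.26 to 2.55%), 1747 in OPCs, 4.04% (3.86 to 4.23%), and 1332 in NFOs, 3.08% (2.92 to 3.25%). The other class, with no mark or a mixture of marks, held 58.3%, 60.8% and 74.1% of genes in NSCs, OPCs and NFOs. Among the alternatives set before the data were examined, a fold enrichment above 5 moved the numbers of K27 only genes most, to 250 in NSCs and 366 in NFOs, and protein-coding genes alone moved that of OPCs most, to 807.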

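Bivalent genes, with a bivalent domain and no K4 only or K27 only peak within 2 kb of the TSS, made up 2.99% of genes in NSCs (95% interval 2.83 to 3.16%), 2.39% in OPCs (2.25 to 2.54%) and 1.32% in NFOs (1.22 to 1.44%). In the whole genome, 3571 bivalent domains were formed in NSCs, 1577 in OPCs and 1125 in NFOs. Counting every gene with a bivalent domain, whatever its other peaks, gave 3.66%, 3.25% and 1.97%.

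**Figure D2:**
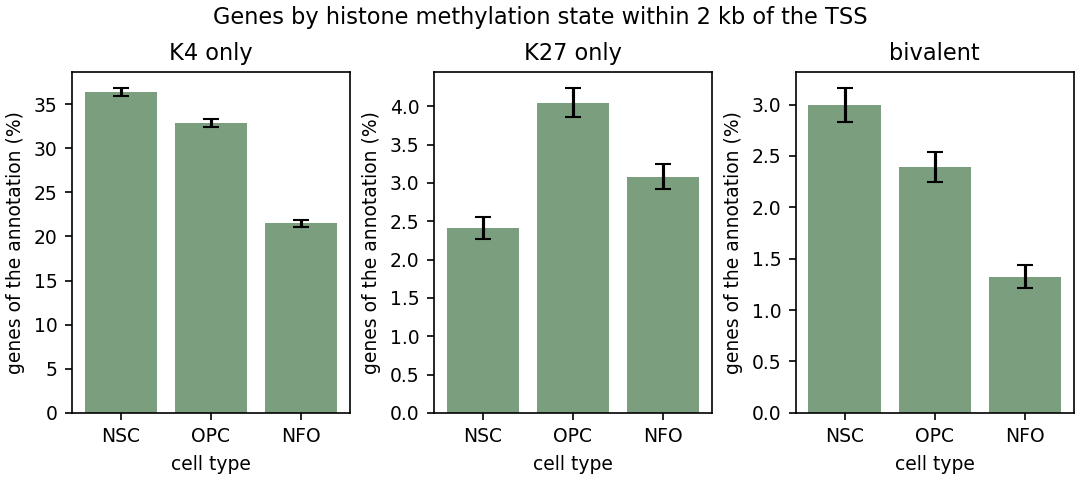
Percentage of the 43224 annotated genes that were K4 only, K27 only or bivalent in NSCs, OPCs and NFOs, with a separate vertical scale for each state. Bars are shares of genes and error bars are exact binomial 95% intervals, and the bivalent share falls from 2.99% in NSCs to 1.32% in NFOs.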

Histone methylation states were highly correlated to gene expression (Fig. 4d–f), as genes containing only H3K4me3 or H3K27me3 marks showed higher and lower expression levels, respectively, in all cell types, and genes containing bivalent domains showed intermediate expression. Additionally, we also examined some other oligodendrocyte-related genes using the histone ChIP-Seq and RNA-Seq results (e.g., *Nkx2-2*, *Olig2*, *Yy1*, and *Gpr17*) (Fig. 4g and Additional file 6: Fig S2). For example, *Olig2* plays important role in the initial specification of oligodendrocyte lineage [12, 50], and *Nkx2-2*, *Yy1*, and *Gpr17* are subsequently required for the generation of mature oligodendrocytes [51–53].

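The relation to expression was computed for the 591 placed lncRNAs of Table S3 from its FPKM, averaged over the 2 samples per cell type. In NSCs, the median FPKM was 1.75 for 393 K4 only lncRNAs and 0.700 for 176 lncRNAs with no called peak of either mark. Mean log2(FPKM + 0.1) was 1.09 higher for K4 only lncRNAs (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest these resamples can give). The medians in OPCs were 1.71 for 357 K4 only lncRNAs and 1.09 for 195 without a mark, with a mean difference of 0.83 on the same scale (p = 1e-05 from the same permutation test). For NFOs they were 1.36 for 269 and 0.998 for 298 lncRNAs, with a difference of 0.67 (permutation p = 8e-05). These tests are across genes, which are not independent replicates, and the lncRNAs of the table had been chosen by the authors for OLIG2 called peaks and an FPKM above 1 in at least 1 cell type. A pseudocount of 1 in place of 0.1 moved the differences most, to 0.62 in NSCs, 0.55 in OPCs and 0.43 in NFOs. Bivalent lncRNAs numbered 15, 17 and 7 in NSCs, OPCs and NFOs, with median FPKM of 0.436, 1.29 and 0.738. K27 only lncRNAs numbered 3, 11 and 6, with median FPKM of 1.18, 0.611 and 0.967. The K27 only median was above the bivalent median in NSCs and NFOs and below it in OPCs. These groups are too small here to rank the states. From expression over all genes in Fig. 4d–f, the paper concludes that histone methylation states are correlated to gene expression, with bivalent genes between K4 only and K27 only genes.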

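All of Nkx2-2, Olig2 and Yy1 were K4 only in NSCs, OPCs and NFOs. At Olig2 (ENSMUSG00000039830.9, chromosome 16, 91225457 to 91228677), the H3K4me3 called peak ran from 91221303 to 91230990 in NSCs with a fold enrichment of 10.0 and from 91221312 to 91230016 in OPCs with 8.69. In NFOs the larger of its 2 H3K4me3 peaks near the TSS ran from 91225498 to 91229194 with a fold enrichment of 4.90. The Nkx2-2 peak had a fold enrichment of 5.58 in NSCs, 5.11 in OPCs and 4.21 in NFOs, and that at Yy1 began at 12.6 in NSCs and 7.89 in OPCs. Gpr17 (chromosome 18, 31942997 to 31949636) had no called peak of either mark within 2 kb of its TSS in NSCs and was K4 only in OPCs (31942404 to 31949626, fold enrichment 6.00) and NFOs (31947495 to 31949560, fold enrichment 3.93).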

### The dynamic regulation of bivalent genes during oligodendrocyte formation and differentiation

Bivalent domains were initially found to keep genes silent or expressed at very low levels yet poised for activation in ESCs [54, 55]. 

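By the definition of the Methods, 1293 genes were bivalent in NSCs, 1032 in OPCs and 572 in NFOs. Of these, 467, 366 and 233 were lncRNAs. Among the alternatives set before the data were examined, a fold enrichment above 5 moved these numbers most as ratios. It gave 416 in NSCs, 547 in OPCs and 328 in NFOs, so that the number in NSCs was below that in OPCs. Counting any gene with a bivalent domain gave 850 in NFOs. The widest H3K27me3 peak near the TSS of each bivalent gene had a median width of 1504 bp in NSCs, 1312 bp in OPCs and 3425 bp in NFOs. When H3K27me3 peaks of at least 1 kb alone were used, an alternative chosen after seeing the data, 742 genes were bivalent in NSCs and 606 in OPCs. All listed peaks, also chosen after seeing the data, gave 1980 in NSCs, 1185 in OPCs and 645 in NFOs.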

The number of bivalent genes (including both coding and non-coding genes) decreased during differentiation of oligodendrocytes (1984 genes in NSCs, 1191 genes in OPCs and 646 genes in NFOs) (Figs. 4c and 5a). 

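The bivalent genes of different cell types overlapped more than their numbers alone would give. NSCs and OPCs shared 457 bivalent genes, against 30.9 expected from the numbers of genes (odds ratio 39.3). NSCs and NFOs shared 328, against 17.1 expected (odds ratio 58.1), and OPCs and NFOs shared 313, against 13.7 expected (odds ratio 70.5). In all 3 cell types, 207 genes were bivalent, which is 16.0% of the bivalent genes of NSCs (95% interval 14.1 to 18.1%). The widest H3K27me3 peak near the TSS of each of these genes in NSCs had a median width of 10590 bp. It was under 500 bp at 9.71% of the genes with a peak near the TSS.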

Comparing NSCs, OPCs, and NFOs, we found 236 common bivalent genes in all cell types (Fig. 5a). These common bivalent genes showed strong functional enrichment in “embryonic morphogenesis,” “central and peripheral nervous system development,” “stem cell differentiation,” and “neurogenesis” (Fig. 5b).

**Fig. 5:**
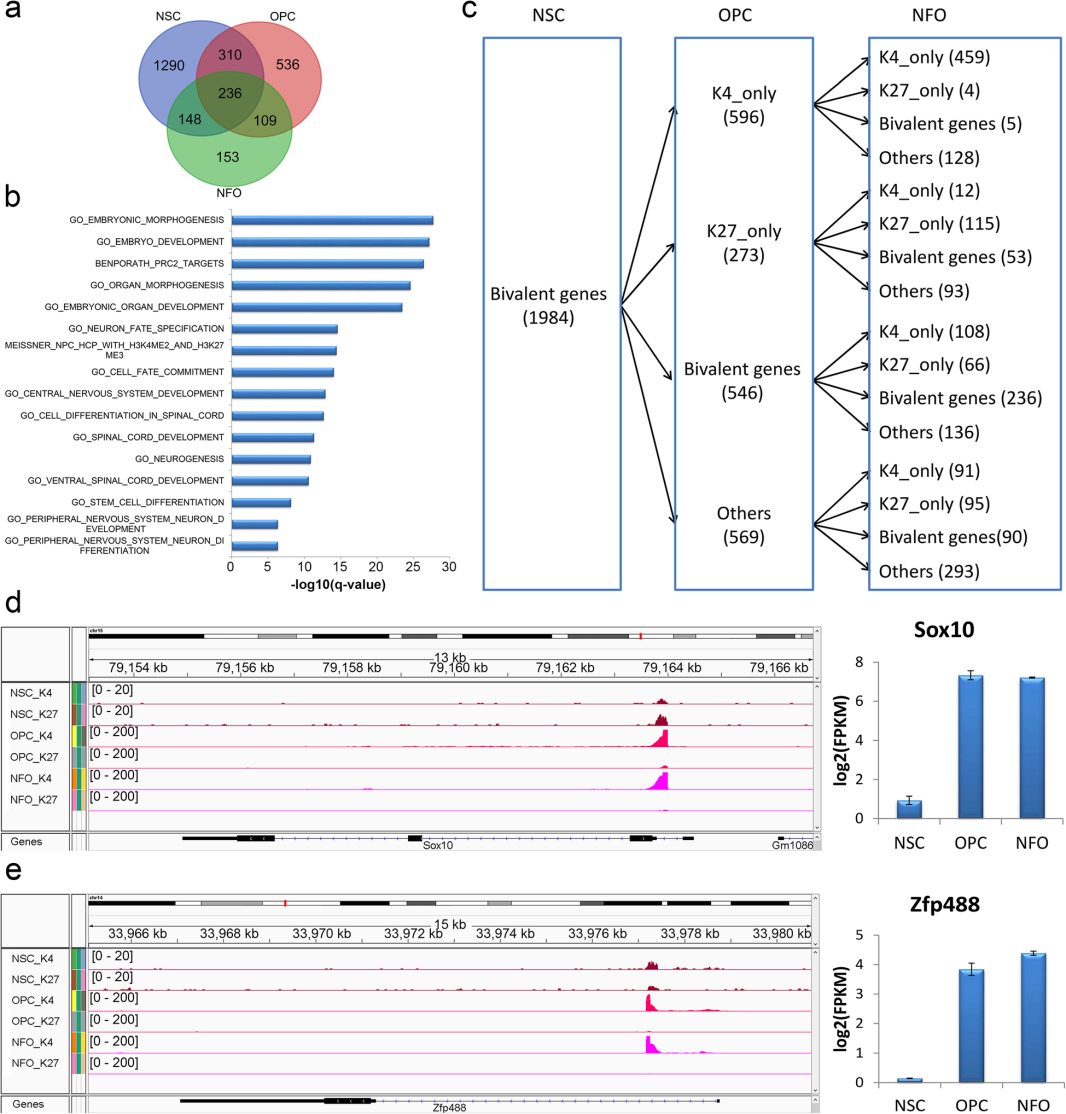
Bivalent genes in NSCs, OPCs, and NFOs. **a** Overlaps of bivalent genes in NSCs, OPCs, and NFOs. **b** Functional enrichment of overlapping bivalent genes in NSCs, OPCs, and NFOs, based on MSigDB. **c** Dynamic regulation of NSCs bivalent genes in OPCs and NFOs. **d**, **e** H3K4me3 and H3K27me3 binding peaks and gene expression of *Sox10* (**d**) and *Zfp488* (**e**)

Next, we investigated the dynamics of regulation of bivalent genes during the transition of NSCs to OPCs and NFOs (Fig. 5c). A total of 1984 bivalent genes were analyzed in NSCs. Among these, 23.1% (459) had “K4 only” marks in OPCs and NFOs. For example, we found that *Sox10* and *Zfp488* were bivalent genes in NSCs and had “K4 only” marks in OPCs and NFOs (Fig. 5d, e). 

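K4 only marks in both OPCs and NFOs were found at 216 of the bivalent genes of NSCs, 16.7% (95% interval 14.7 to 18.9%). In OPCs, 302 of the bivalent genes of NSCs were K4 only, 192 were K27 only, 457 were still bivalent and 342 were in the other class. In NFOs, the numbers were 327, 215, 328 and 423. At the 216 genes, the widest H3K27me3 peak in NSCs had a median width of 320 bp and was under 500 bp at 71.9% of the genes with a peak near the TSS. It was narrower than at the genes bivalent in all cell types, by a mean of 4.26 on the log2 scale. A two-sided permutation test across genes gave p = 1e-05, the smallest that 100000 resamples can give. Genes near the same peak share its width, so genes are not independent replicates in this test. With H3K27me3 peaks of at least 1 kb alone, chosen as an alternative after seeing the data, the number of genes was 92, and with all listed peaks, chosen in the same way, it was 461. With a fold enrichment above 5 it was 56.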

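Sox10 (ENSMUSG00000033006.10) lies on the minus strand of chromosome 15 from 79154908 to 79165240. In NSCs its H3K27me3 called peak ran from 79163781 to 79164191, 411 bp, with a fold enrichment of 5.61, and overlapped an H3K4me3 peak from 79163862 to 79164062 whose fold enrichment was just above the minimum of 3.5. The H3K4me3 peak in OPCs was 6336 bp wide with a fold enrichment of 8.88, and that in NFOs was 379 bp wide with 19.2, without H3K27me3 in either. At Zfp488 (ENSMUSG00000044519.8, chromosome 14, 33967070 to 33978764), the NSC H3K27me3 peak ran from 33977028 to 33977325, 298 bp, with a fold enrichment of 4.64, and overlapped an H3K4me3 peak from 33977077 to 33978728. Its H3K4me3 peaks in OPCs and NFOs had fold enrichments of 10.6 and 7.01, again without H3K27me3. Neither gene was classed as bivalent in NSCs and K4 only later with a fold enrichment above 5 or with H3K27me3 peaks of at least 1 kb alone, and Sox10 was not with peaks within 1 kb of the TSS, all of them settings applied to these genes after seeing the data.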

The expression levels of these genes were low in NSCs but high in OPCs and NFOs (Fig. 5d, e). It has been found that *Sox10* may induce NSCs to enter the oligodendrocyte lineage [56] and *Zfp488* may promote oligodendrocyte differentiation in adult subventricular zone (SVZ) neural stem/progenitor cells (NSPCs) [57].

### OLIG2 is involved in regulation of its own expression at the transcriptional level and after transcription

To investigate the self-regulation of OLIG2, we performed a series of experiments as shown (Fig. 6a). Our ChIP-Seq results show that OLIG2 could bind the promoter of *Olig2* (Fig. 6b) in NSCs, suggesting that OLIG2 potentially self-regulates its own transcription; however, whether OLIG2 can be involved in regulation after transcription has not been previously demonstrated. Thus, we performed a RIP-Seq (RNA immunoprecipitation-sequencing) assay in NSCs (Fig. 6c). 

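RIP-Seq sequences the RNA that is precipitated with an antibody, here an antibody to OLIG2 or control IgG, with 1 library of each. The labels of both libraries give newly formed oligodendrocytes as the cell type, where the paper gives NSCs, and the title of the control names it an input while its antibody field names rabbit IgG. The libraries were mapped here as the paper describes them. The authors ran ASPeak, which calls sites on transcripts, with NSC RNA-Seq to set its model, and the deposited lists give for each site the tag count, the p-value, an upper bound on the FDR in the OLIG2 list and the RPKM of the transcript. The lists hold called sites alone, so their totals are not the depth of the libraries. For OLIG2, 45157 sites in 601 genes held 1075509 tags over 168405 bp, a mean of 6.39 tags per bp. For IgG, 37248 sites in 603 genes held 1061581 tags over 137780 bp, a mean of 7.70 tags per bp. The median site held 7 tags in the OLIG2 list and 10 in the IgG list, and the lowest FDR bound in the OLIG2 list was 0.395. Ratios of tags were taken from the counts as deposited, between an OLIG2 site and the IgG sites overlapping it. The lists do not show which tags are PCR duplicates, and the exact binomial intervals on ratios of tags take every tag as independent.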

As shown in Additional file 7: Table S5, we found 11 potential binding sites with significant called peaks in OLIG2. 

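An overlapping IgG site was listed for 8972 of the OLIG2 sites, 19.9%, and the median ratio of OLIG2 to IgG tags at these was 0.756. The 3 criteria of the Methods, a ratio above 2, a p-value below 0.01 and a transcript RPKM above 1, were met by 553 sites in 101 genes, with a median ratio of 3.27. Of these, 280 sites had fewer than 10 IgG tags. A further 9673 OLIG2 sites met the criteria on p-value and RPKM but had no overlapping IgG site, so no ratio could be given. Counting them as passing was the alternative that moved the number most, to 10226. The largest ratio was at a site in the coding sequence of Prpf8 (ENSMUST00000102510, chromosome 11, 75508769 to 75508839), with 354 OLIG2 and 14 IgG tags, a ratio of 25.3 (95% interval 14.9 to 46.7). It was followed by a site in Gaa (ENSMUST00000026666, chromosome 11, 119284524 to 119284548), with 127 and 6 tags (21.2, 9.46 to 58.8). An 11 bp site in Gm47283 on chromosome Y had 84 and 4 tags (21.0, 7.90 to 78.9), and its sequence occurs at 56 places in the reference. A pair of sites in 1110059G10Rik on chromosome 9 had 97 and 5 tags each (19.4, 8.03 to 61.1). Their p-values were also the same, and the list does not show whether they rest on separate reads. All 11 sites of Table S5 were in the deposited OLIG2 list. An overlapping IgG site was listed for 6 of them, and 5 of those met the 3 criteria.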

Importantly, *Olig2* 3′ UTR is the most significant target with a tag fold-change of 18 (OLIG2 vs IgG) and *p*-value = 1.65e−09. 

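Olig2 has 1 transcript in the deposited lists (ENSMUST00000035608), whose 3′ UTR runs from 91227369 to 91228677 on chromosome 16, 1309 bp. The site of Table S5, from 91228408 to 91228438 in the 3′ UTR, held 2279 tags, with at most 284 at 1 position, a p-value of 1.65e-09, an FDR bound of 0.401 and a transcript RPKM of 91.2. No IgG site overlapped it. The nearest IgG site began at 91227759, 648 bp away, and held 126 tags on 1 bp. The 2279 tags of the OLIG2 site over these give a ratio of 18.1, and at the position of that IgG site, with 530 OLIG2 tags, the ratio was 4.21. Of the 42 OLIG2 sites on Olig2, 38 lay in the 3′ UTR, 2 in the coding sequence and 2 in the 5′ UTR, and the site of Table S5 held the most tags. Another 3′ UTR site, from 91227581 to 91227608, had a lower p-value, 1.53e-09. The 2 IgG sites on Olig2 both lay in the 3′ UTR and held 175 and 126 tags. From the ratio and the p-value of the 3′ UTR site, the paper concludes that the Olig2 3′ UTR is the most significant target of OLIG2 in the RIP-Seq.

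**Figure D3:**
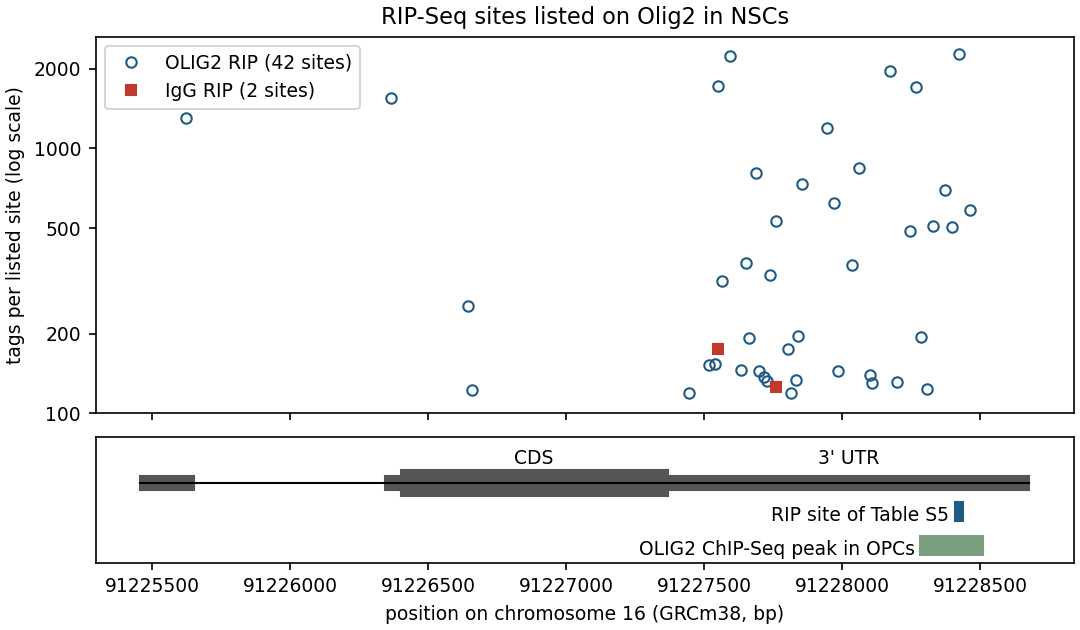
Tags per called RIP-Seq site along Olig2 (chromosome 16, GRCm38, in bp) on a log scale, with circles for the OLIG2 library and squares for the IgG library. The lower panel shows the exons, the site of Table S5 and an OLIG2 ChIP-Seq called peak of OPCs, and most of the 42 OLIG2 sites lie in the 3′ UTR.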

To further verify the binding of OLIG2 to its own mRNA, we performed an RNA protein pull-down assay (Fig. 6d). Equal amounts of *in vitro* transcribed biotinylated RNAs including full-length of *Olig2*, 5′ UTR and coding sequence only (CDS) of *Olig2*, *Olig2* 3′ UTR*,* GFP, ZsGreenC1, and luciferase (negative controls) were incubated with NSCs protein extracts, respectively. RNAs were purified with streptavidin-coated beads and bound proteins were analyzed by Western blot. We found that only purified full-length *Olig2* RNA and *Olig2* 3′ UTR with biotin labeling could retrieve OLIG2 protein, but 5′ UTR-CDS of *Olig2*, GFP, ZsGreenC1, and luciferase RNA could not (Fig. 6d).

**Fig. 6:**
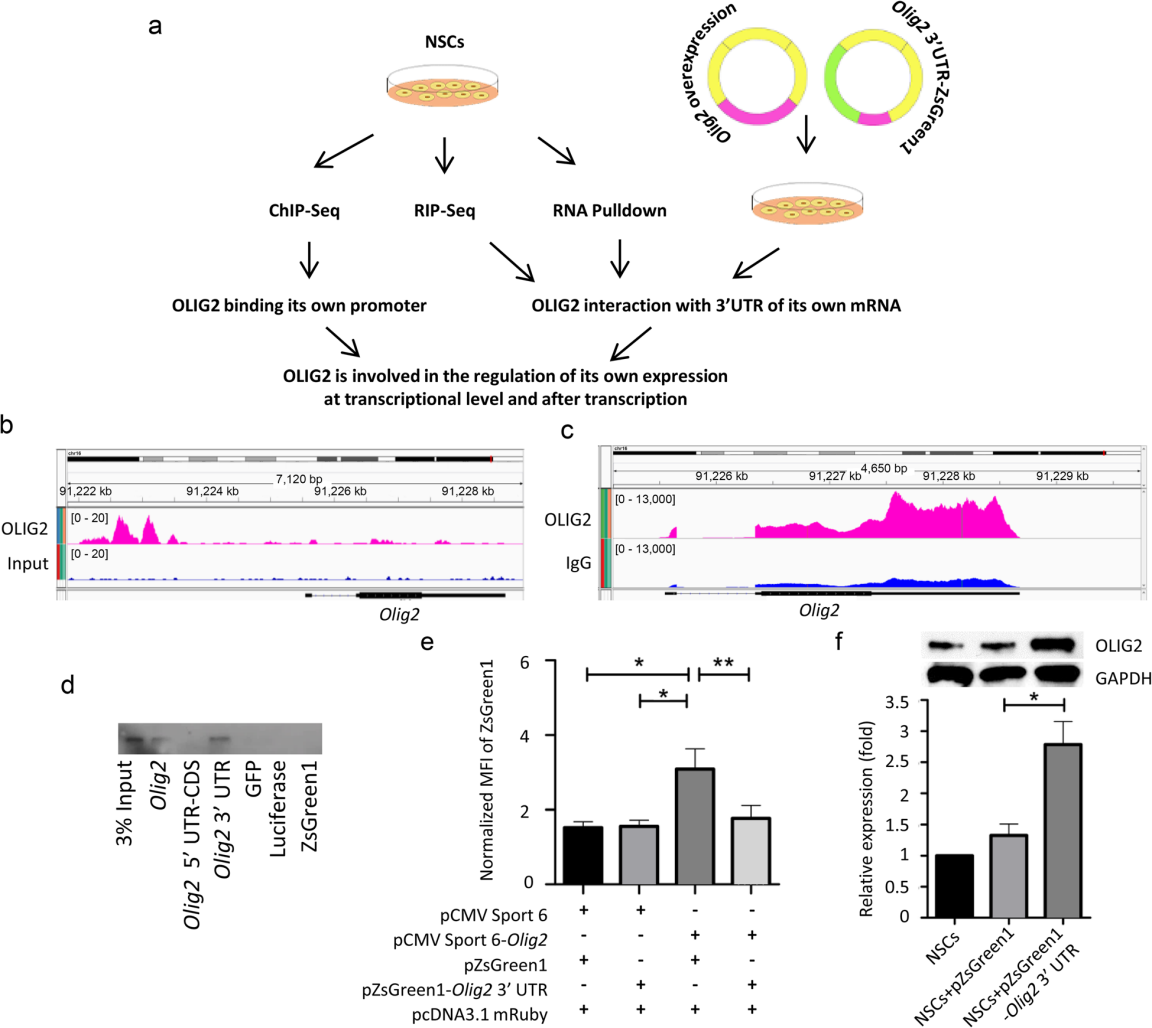
OLIG2 is involved in regulation of its own expression at the transcriptional level and after transcription. **a** Experimental overview. **b** ChIP-Seq result shows that OLIG2 binding to its promoter region, potentially self-regulates its own transcription. **c** Binding of OLIG2 to *Olig2* mRNA in NSCs shown by RIP-Seq. IgG was used as control. **d** In vitro transcribed biotinylated *Olig2* RNA retrieves OLIG2 protein. The profiles were established by RNA protein pull-down using NSCs protein extract. Retrieved OLIG2 protein (32 kDa) was detected by Western blot assay. **e** Addition of the *Olig2* 3′ UTR to the ZsGreen1 reporter C1 end substantially reduces expression of ZsGreen1 in *Olig2* overexpressing cells. Flow cytometric analyses on MFI of ZsGreen1 fluorescence signal in 293FT cells 48 h after transfection. The MFI of ZsGreen1 fluorescence signal was normalized by dividing the MFI of mRuby fluorescence signal in each replicate. The error bars show standard errors of the means (error bars) (*n* = 6 in each assay) **f**. The normalized protein level of OLIG2 in NSC cells 48 h after transfected ZsGreen1 reporter constructs with or without *Olig2* 3′ UTR. The protein level of OLIG2 was examined by Western blot and normalized to corresponding GAPDH levels. All quantified data were presented as mean ± SEM (standard error of the mean). *N* = 3; *t* test analysis *, *p* < 0.05; **, *p* < 0.01

Given that *Olig2* likely associated with its own mRNA, we sought to examine the effect that overexpressing *Olig2* could have on the expression of a ZsGreen1 reporter under the control of the 3′ UTR of *Olig2*. To do this, ZsGreen1 reporter constructs with or without *Olig2* 3′ UTR were created (Additional file 8: Fig S3). The pcDNA3.1 mRuby plasmid was used as an internal control for the normalization of transfection efficiency. In addition to the pcDNA3.1 mRuby vector, ZsGreen1 reporter constructs were co-transfected with pCMV-Sport 6-*Olig2* vector or empty vector pCMV-Sport 6 into 293FT cells at equal molar ratios respectively. Median Fluorescent Intensity (MFI) of ZsGreen1 and mRuby were measured by flow cytometry. Considering transfection efficiency variation, the MFI of ZsGreen1 signal was normalized by dividing the MFI of mRuby in each replicate (n = 6) (Fig. 6e). Flow cytometry results indicated the normalized MFI from ZsGreen1 was similar to that from ZsGreen1-*Olig2* 3′ UTR when co-transfected with the empty control vector pCMV-Sport 6. However, the normalized MFI from ZsGreen1 was upregulated in cells with co-transfection of the pCMV-Sport 6-*Olig2* vector, possibly due to the activation effect of OLIG2 overexpression. The expression of ZsGreen1 construct could be regulated by OLIG2 or by other molecules regulated by OLIG2 in 293FT cells. Importantly, the inclusion of *Olig2* 3′ UTR in the ZsGreen1 reporter significantly inhibited the normalized MFI from ZsGreen1 induced by OLIG2 overexpression, making the normalized MFI comparable to that in cells without OLIG2 overexpression. This indicated that the addition of the *Olig2* 3′ UTR to the C1 end of the ZsGreen1 reporter construct led to a significant reduction in ZsGreen1 protein in the *Olig2*-overexpressed cells compared with the ZsGreen1 construct without the 3′ UTR of *Olig2* (Fig. 6f); thus, OLIG2 protein inhibited ZsGreen1 reporter gene expression controlled by the *Olig2* 3′ UTR.

Furthermore, as the hypothesis is that OLIG2 protein can inhibit its expression by binding to the *Olig2* 3′ UTR, we examined if overexpressing *Olig2* 3′ UTR can influence OLIG2 expression, leading to the changes in the endogenous protein level of OLIG2 in NSCs. As such, we performed nucleofection of the NSCs with ZsGreen1 reporter constructs with or without *Olig2* 3′ UTR. Two days after nucleofection, cells were harvested for Western blot analysis for the endogenous protein levels of OLIG2 and GAPDH. GAPDH acted as an internal control and was used to normalize the amount of protein lysate loaded for Western blot. The signals from Western blot were quantified with ImageJ for Western blot densitometry analysis. The densitometry values of OLIG2 were normalized by dividing that of GAPDH. As shown in Fig. 6g, the normalized protein level of OLIG2 was significantly higher in cells transfected with the ZsGreen1-*Olig2* 3′ UTR vector than that transfected with ZsGreen1 vector, suggesting the expression of endogenous OLIG2 protein can be influenced by *Olig2* 3′ UTR, possibly due to its competitively inhibitory effect on the endogenous *Olig2* mRNA for OLIG2 protein interaction.

Taken together, these results suggest that OLIG2 self-regulates at the transcriptional step (Fig. 6b) and after transcription through the 3′ UTR of its own mRNA (Fig. 6d–f).

## Discussion

Oligodendrocyte development is a complex biological process encompassing multiple stages. Previous studies have indicated that *Olig2* plays essential roles in neural progenitor proliferation and differentiation through direct regulation of gene expression or cooperation with other TFs and cofactors [58–61]. Many of the protein coding target genes that function in oligodendrocyte differentiation have been reported but few of the involved lncRNAs are known. In our study, we found that lncRNAs regulated by *Olig2* are functionally enriched during oligodendrocyte differentiation. Furthermore, bivalent genes are evidently important in pluripotent stem cell self-renewal and differentiation. Herein, we have characterized the dynamics of bivalent genes during oligodendrocyte differentiation and shown that some bivalent genes may be regulated by *Olig2*. Although many previous studies of *Olig2* focused on the process of transcription, little is known about its role in regulation after transcription. Interestingly, our experiments showed that OLIG2 not only regulates its own transcription, but is also involved in regulation after transcription via the 3′ UTR of its own mRNA.

lncRNAs play important functional roles during oligodendrocyte formation and differentiation, as our study and others have previously demonstrated [21, 22]. The pioneering studies of Mercer et al. used custom-designed microarrays to show that a number of known lncRNAs exhibit differential expression during oligodendrocyte lineage specification, providing early evidence for lncRNAs in NSCs fate decisions and oligodendrocyte lineage maturation [62]. However, incomplete annotation of lncRNAs at the time hindered interrogation of novel lncRNAs and no experiments were performed to demonstrate the functional significance and mechanisms of lncRNAs beyond changes in their expression [63, 64]. Our preliminary motif analyses with DNase-DGF (Digital DNase Genomic Footprinting) data and Mouse ENCODE (The Encyclopedia of DNA Elements) promoters showed that many other OPC-enriched lncRNAs may be regulated by OLIG2 [21, 34, 43]. Importantly, we have demonstrated that gene knockdown of our top candidate, *lnc-OPC*, significantly reduces OPCs differentiation from NSCs. OLIG2-binding sites in the upstream regulatory region of *lnc-OPC* have been identified in ChIP-Seq experiments and validated using luciferase assays. Notably, after our work focusing on OPCs formation was published in PLOS GENETICS, He et al. also published their interesting study demonstrating the important functional role of lncRNAs during oligodendrocyte differentiation stages, and cited the utilization of our databases for purified cells and spinal cord injury [22]. Thus, lncRNAs might be central to a new paradigm that defines oligodendrocyte development.

Our previous study showed that OLIG2 could bind and repress *lnc-OPC* expression in NSCs, likely to maintain NSC self-renewal [21]. In the current study, we found that OLIG2 did not bind to the upstream regulatory region of *lnc-OPC* in OPCs. Thus, *lnc-OPC* was no longer inhibited by OLIG2 and *lnc-OPC* expression level significantly increased in OPCs [21]. 

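The gene of lnc-OPC (ENSMUSG00000054944.7) lies on the minus strand of chromosome 13 from 97733498 to 97747411. No OLIG2 called peak was listed in its gene body or within 5 kb upstream of its TSS in OPCs, before or after the filter, nor in NFOs. In Table S3 its FPKM was 0.342 and 0.738 in the 2 NSC samples, 16.7 and 15.2 in OPCs, and 2.88 and 3.83 in NFOs. No H3K4me3 or H3K27me3 state was called at its TSS in any of the cell types.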

As we described, knocking down *lnc-OPC* greatly reduced the number of OPCs formed from NSCs suggesting that *lnc-OPC* is critical for OPCs formation. Besides *lnc-OPC*, in this study, we detected a total of 613 expressed lncRNAs that have OLIG2 called peaks in NSCs, OPCs, or NFOs, and that clustered according to their distinct expression patterns, as shown in Fig. 3a. Genes from different clusters might play different roles in oligodendrocyte formation and differentiation. For instance, *Crnde* is grouped into cluster 5 and bear H3K4me3 marks in NSCs. 

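Crnde (ENSMUSG00000031736.11) lies on the minus strand of chromosome 8 from 92326033 to 92356120, and Table S3 places it in cluster 5. Its H3K4me3 called peak in NSCs ran from 92353526 to 92360846 with a fold enrichment of 8.69, without an H3K27me3 peak that passed the filter. H3K4me3 was also called at its TSS in OPCs (92355065 to 92358269, fold enrichment 8.25) and NFOs (92355102 to 92355850, fold enrichment 9.99). In OPCs these marks overlapped H3K27me3 peaks with a fold enrichment of 5.61 each, and Crnde was bivalent there. In NFOs, where H3K27me3 peaks were also called, it was in the other class.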

According to the gene expression patterns of lncRNAs in eight purified brain cell types that we have published, *Crnde* appears to be an NSC-specific gene (Additional file 9: Fig S4a). This observation is consistent with previous reports of the role of *Crnde* in the maintenance of cell pluripotency and its high expression in iPSCs (inducible pluripotency cells) [62, 65]. Moreover, we found *Crnde* with OLIG2 called peaks in OPCs and NFOs, but not in NSCs, suggesting that *Crnde* may be repressed by *Olig2* in the oligodendrocyte lineage. On the other hand, in cluster 7 we found lncRNAs with lower expression in NSCs than in OPCs and NFOs, suggesting these lncRNAs might play roles in oligodendrocytes differentiation (Fig. 3a). 

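The OPC OLIG2 called peak at Crnde lay in the gene body from 92355008 to 92355237, with a fold enrichment of 5.55, close to the minimum of the filter. An NFO peak lay at the same place, from 92355011 to 92355246, with a fold enrichment of 7.44, and another from 92355518 to 92355753 had 13.9. The FPKM of Crnde in Table S3 was 3.18 and 2.79 in NSCs, 0.485 and 1.37 in OPCs, and 0.270 and 0.1 in NFOs. Crnde appears specific to NSCs in the paper's expression data. From this and called peaks in OPCs and NFOs but not NSCs, the paper proposes that OLIG2 may repress Crnde in the oligodendrocyte lineage.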

Combining the results of our gene expression analyses with the observed OLIG2-binding patterns in NSCs, OPCs, and NFOs indicates that OLIG2 may act as a repressor of 39 lncRNAs in NSCs (group 1) and act as an activator of nine lncRNAs in both OPCs and NFOs (group 2). Our functional enrichment analysis showed that the expression of group 1 and 2 genes were positively correlated with oligodendrocyte development and differentiation (Fig. 3b). The above results suggest that *Olig2* potentially regulates oligodendrocyte differentiation through activation or repression of lncRNA expression. It is our future goal to test the results and hypotheses from these correlative analyses.

In an independent study, *Olig2* was overexpressed in neural progenitor cells. We re-analyzed RNA-Seq data from Nishi et al. and identified genes that were differentially expressed after *Olig2* overexpression [66]; some genes have OLIG2 binding motifs in our studies. For example, expression of *Gm28513* was up-regulated upon overexpression of *Olig2* (log2 (fold-change) > 2.4; *p* value < 0.001). 

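Gm28513 (ENSMUSG00000099568.1) is a lncRNA on the minus strand of chromosome 1 from 153743552 to 153749324. No OLIG2 called peak was listed in OPCs or NFOs in its gene body or within 5 kb upstream of its TSS, before or after the filter. An H3K4me3 peak with a fold enrichment of 4.12 was called at its TSS in NSCs (153749016 to 153749755) and one of 4.53 in OPCs, and none in NFOs. Its FPKM in Table S3 was 5.79 and 5.23 in NSCs, 0.227 and 0.163 in OPCs, and 10.8 and 17.6 in NFOs.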

Interestingly, our ChIP-Seq data indicates that *Gm28513* has OLIG2 called peaks only in NSCs but not in oligodendrocyte lineages (Additional file 9: Fig S4b) and has significantly higher expression in NSCs compared with OPCs (log2(fold-change) > 4.8; *p* value < 0.001). The function of lncRNAs predicted by “guilt by association” indicated that *Gm28513* was enriched in the MSigDB functional term “oligodendrocyte differentiation” (NES = − 1.41). Collectively, these results suggest that *Gm28513* may be activated by *Olig2* and might function in NSCs self-renewal.

OLIG2 is a master regulator of oligodendrocyte fate determination that is essential for NSCs self-renewal and oligodendrocyte specification from NSCs, and that exerts diverse functions at different stages. Additionally, the differentiation of OPCs into mature oligodendrocytes is also regulated by OLIG2 [67]. In the current study, we identified putative *Olig2*-regulated genes at different stages of oligodendrocyte differentiation based on our ChIP-Seq and RNA-Seq datasets across NSCs, OPCs, and NFOs. In our studies, we inferred potential OLIG2 activated/repressed genes based on OLIG2 called peaks and gene expression. H3K4me3 and H3K27me3 are only two of the chromatin marks and there are other activated/repressed chromatin marks. For example, to determine which OLIG2 called peaks are associated with an active enhancer mark, such as H3K27 acetylation, and test whether called peaks involved in repression may tend to lack this mark, we searched the literature for H3K27ac data. Bertolini et al. [68] and Wang et al. [69] identified OLIG2-activated genes in NSCs based on H3K27ac marks. We re-analyzed these data and compared the potential OLIG2 activated/repressed genes based on OLIG2 called peaks and gene expression with the H3K27ac peak positions. The results showed among these datasets, 51.8–62.1% of the inferred OLIG2-activated peaks were overlapping with H3K27ac called peaks. Thereby, potentially activated genes/peaks were more frequently associated with active enhancer mark such as H3K27ac, than potentially repressed genes/peaks by OLIG2.

During the transition from NSCs to OPCs, we found that the numbers of upregulated and downregulated genes annotated with OLIG2 called peaks were similar in each cell type (Fig. 2a, c). However, during the transition from OPCs to NFOs, more OLIG2 called peaks belong to downregulated than upregulated genes (Fig. 2b, d). NFOs are newly formed oligodendrocytes, the intermediate stage in the transition from OPCs to mature oligodendrocytes [43]. Our data showed that upregulated genes in NFOs annotated with OLIG2 called peaks were enriched in “oligodendrocyte differentiation” and that downregulated genes in NFOs were enriched in “neuron” and “neurogenesis” (Fig. 2f). Therefore, *Olig2* might both promote oligodendrocyte differentiation and repress neuronal fate in OPCs. One potential caveat in our ChIP-Seq analysis is that we only report called peaks instead of differential binding at different stages. Due to technical limitations, loci without peaks in a sample do not imply the absence of regulation at a particular stage.

During oligodendrocyte lineage specification, a number of stage-specific TFs control oligodendrocyte specification, differentiation, and myelination [8]. We characterized genome-wide OLIG2 occupancy across different stages of oligodendrocyte differentiation and its potential cooperation with other TFs to regulate oligodendrocyte development. Consistently, previous studies have shown that OLIG2 could function together with ALCL1 and further promote the differentiation of oligodendrocyte progenitors into oligodendrocytes [70]. Moreover, our data suggest that other TFs (MYC and SMAD2/3) occupy the overlapping OLIG2 binding regions. MYC motifs are enriched in the down-regulated genes in OPCs vs. NSCs and NFOs vs. OPCs, which is consistent with the reports that MYC could repress oligodendrocyte differentiation [71, 72], and that the loss of *Smad3* at E12.5 led to a severe oligodendrocyte phenotype including decreases in the numbers of progenitors and mature cells, and delay of myelination [73]. SOX family proteins are important transcription regulators [74, 75]. We found SOX2 and SOX10 motifs were enriched in the OLIG2 called regions. Due to the relatively limited ability of motif-finding programs to discriminate SOX family of proteins and their overlapping functions, SOX proteins such as SOX8 and SOX9 may also potentially cooperate with OLIG2 in regulating oligodendrocyte development.

The interactions of TFs with chromatin and modified histones determine gene expression. Our genome-wide H3K4me3/H3K27me3 ChIP-Seq analysis in NSCs, OPCs, and NFOs showed that H3K4me3 or H3K27me3 marks were gained or lost in a specific group of genes at different stages of oligodendrocyte differentiation, which implies that these genes could dynamically be regulated and may function at specific stages of oligodendrocyte differentiation. Bivalent domains occupied by both H3K4me3 and H3K27me3 marks have important roles in pluripotency and cell differentiation. For example, genes with bivalent domains in their promoters are silent yet poised to be activated during the differentiation of ESCs [40]. However, little is known about the function of bivalent genes during oligodendrocyte development. We found that bivalent genes were dynamically regulated during the process of oligodendrocyte differentiation (Fig. 5a). In particular, we found that the promoter regions of 459 genes that had bivalent domains in NSCs then presented “K4 only” marks in the oligodendrocyte lineage cells OPCs and NFOs. The gene expression patterns of 367 of these 459 genes detected at least in one cell type (FPKM > 1) were then analyzed by the k-means clustering method (Additional file 10: Fig S5a). Six Clusters were generated and the expression of 94 genes in cluster 2 had increased in OPCs and NFOs (Additional file 10: Fig S5a), which suggests that these genes might be activated during the differentiation of NSCs into oligodendrocyte lineage cells. Additionally, our results also showed that promoter regions of 108 genes contained bivalent domains in NSCs and OPCs but exhibited “K4 only” marks in NFOs (Additional file 10: Fig S5b). 

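Bivalent in both NSCs and OPCs and K4 only in NFOs were 65 genes. Alternatives for this number were chosen after seeing the data. H3K27me3 peaks of at least 1 kb alone moved it most, to 17, a fold enrichment above 5 gave 25, and all listed peaks gave 108.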

The gene expression patterns of 72 of these 108 genes were analyzed using the same method with the former. Six Clusters were generated and three genes (*Epcam*, *Pdk1*, and *Cbln2*) in cluster 4 were expressed at lower levels in NSCs and OPCs than in NFOs (Additional file 10: Fig S5b). 

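Epcam was bivalent in NSCs and OPCs and K4 only in NFOs. Its NSC H3K27me3 called peak lay on chromosome 17 from 87635877 to 87636258 with a fold enrichment of 3.62, and the OPC peak from 87635817 to 87636088 with 21.3. Cbln2 on chromosome 18 followed the same course, with H3K27me3 fold enrichments of 6.67 in NSCs and 6.70 in OPCs. Pdk1 was K4 only in NSCs after the filter, since its H3K27me3 peak on chromosome 2 from 71873616 to 71874985 had a fold enrichment of 2.76, and it was bivalent in OPCs, where the fold enrichment was 6.09, and K4 only in NFOs.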

The results suggested that these genes might become activated after the OPCs stage and thereby promote OPC differentiation into oligodendrocytes.

The bivalent genes in NSCs began to be activated at different stages (OPCs or NFOs) after NSCs. To investigate whether the activated genes might be regulated by OLIG2, we correlate the OLIG2 ChIP-Seq with RNA-Seq in NSC, OPC, and NFO. 

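All 13 of Pcdh15, Ptprk, Tmem132d, Mkrn1, Fbll1, Slc1a1, Kif26a, Ugt8a, 2210016F16Rik, Bnip3l, Rell1, Taok3 and Cadm2 had OLIG2 called peaks in both OPCs and NFOs within 5 kb upstream of the TSS or in the gene body. At a fold enrichment above 10 in both cell types, a setting applied to these genes after seeing the data, 3 of the 13 had such peaks. The OPC and NFO peaks overlapped at Mkrn1, Kif26a and 2210016F16Rik, and lay at different places at the other genes. Pcdh15 had 1 OPC peak (chromosome 10, 73693868 to 73694097, fold enrichment 5.75) and 5 NFO peaks, the strongest from 73553064 to 73553299 with a fold enrichment of 13.9. Ugt8a had an OPC peak on chromosome 3 from 125925280 to 125925509 with a fold enrichment of 11.0 and an NFO peak from 125935944 to 125936179 with 17.0. Bivalent in NSCs and K4 only in OPCs and NFOs were 7 of the 13 genes. The exceptions were Tmem132d, in the other class in NSCs, and Slc1a1, Kif26a, 2210016F16Rik, Rell1 and Cadm2, which were K4 only in all 3 cell types after the filter. With H3K27me3 peaks of at least 1 kb alone, an alternative chosen after seeing the data, 0 of the 13 genes took this course, and with all listed peaks, chosen in the same way, all 13 did.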

Our data showed that 13 bivalent genes of the 94 activated genes (*Pcdh15*, *Ptprk*, *Tmem132d*, *Mkrn1*, *Fbll1*, *Slc1a1*, *Kif26a*, *Ugt8a*, *2210016F16Rik*, *Bnip3l*, *Rell1*, *Taok3*, and *Cadm2*) had OLIG2 called peaks in OPCs and NFOs, but not in NSCs. These genes were also highly expressed in OPCs and NFOs, which suggests that they might be activated by OLIG2 in OPCs and NFOs and subsequently function in oligodendrocyte differentiation. In particular, the activated gene *Epcam* had OLIG2 called peaks only in NFOs, which suggests that it might be regulated by OLIG2 and function during OPCs differentiation into NFOs. Together, these results suggest that the dynamic modification of bivalent genes could have essential roles in oligodendrocyte differentiation and development and that some genes might be regulated by OLIG2 during this process. 

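The OLIG2 called peak at Epcam in NFOs ran from 87647314 to 87647549, in the gene body 11453 bp from the TSS, with a fold enrichment of 19.5, and no OPC peak was listed there. Pdk1 also had an NFO peak alone, with a fold enrichment of 19.0 at -154 bp from its TSS, and Cbln2 had none in either cell type.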

A potential caveat of our bivalent genes’ analysis is that the overlap of H3K27 and H3K4 methylation is not at the single cell level. As there could be multiple subpopulations within our isolated cells, single cell experiments are needed in the future to comprehensively study the dynamics of gene activation and repression.

One of the potential mechanisms by which OLIG2 could regulate oligodendrocyte development is through lncRNAs. We know that lncRNAs often bind to chromatin modification complexes to guide them to specific locations in the genome, changing epigenetic landscapes and controlling downstream genes to define cell fate. Our experiments showed that *lnc-OPC* was bound to EZH2 and SUZ12 in NSCs (Additional file 11: Fig S6). EZH2 and SUZ12 are two subunits of the PRC2 chromatin modification complex [76], and He et al. have also demonstrated that *lncOL1* and SUZ12/PRC2 could form a complex to increase expression of oligodendrocyte differentiation-related genes to promote oligodendrocyte differentiation [22].

The basic helix-loop-helix (bHLH) proteins have been reported to act as RNA-binding protein previously [77]. For example, the helix-loop-helix (HLH) domain has been identified as an RNA-binding motif in eukaryotic translation initiation factor 3 (eIF3) [77]. eIF3 can not only regulate translation of hepatitis C virus RNAs by binding to the Internal Ribosome Entry Site (IRES) but also control translation of oncogenic MYC gene by interacting with its 5′-UTR elements [77]. 

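Summed over the transcript, the 42 OLIG2 sites on Olig2 covered 247 bp and held 24703 tags, and the IgG sites covered 2 bp and held 301 tags, a ratio of the sums of 82.1. The mean per covered bp was 100.0 tags for OLIG2 and 150.5 for IgG. Over the 154 genes with sites in both lists and an RPKM above 1, the median ratio of the sums was 0.969, and the next highest after Olig2 was 3.00 at Mtus2. Sites on Olig2 were listed only from 119 tags upward, against 4 tags over all sites, so positions with fewer IgG tags leave no trace in the list. At the site listed with the same ends in both libraries, from 91227759, the tags were 530 for OLIG2 and 126 for IgG, a ratio of 4.21. At the other IgG site, the highest count at 1 position was 629 for OLIG2 and 175 for IgG, a ratio of 3.59. By p-value the Olig2 site of Table S5 ranked 137 among the 13381 OLIG2 sites with a transcript RPKM above 1. By tag count it ranked 27 among all OLIG2 sites. By its ratio of 18.1 to the nearest IgG site, which did not overlap it, it ranked 6.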

Our OLIG2 RIP-Seq data in NSCs showed that the most significant OLIG2 target was its own 3′ UTR. An RNA protein pull-down assay was performed and confirmed that OLIG2 could interact with *Olig2* mRNA. This is consistent with previous reports in the literature showing that DNA-binding TFs can also interact with RNAs in some cases [78]. For example, Yin-Yang 1 (YY1), a well-known TF in the regulation of oligodendrocyte progenitor differentiation, can bind to both DNA regulatory elements and RNAs of its target genes [52]. The tethered RNA species reinforce YY1 occupancy at these elements and stabilize the gene expression process [52]. Intriguingly, some proteins have autoregulation potential: they can function in a feedback loop by binding to the ARE in their own mRNA to regulate mRNA processing, stability, or translational efficiency [52, 78–80]. For instance, TDP-43 and the HTT protein interact with several ARE in their own mRNA to regulate their own expression [41, 42]. In our study, we also found several AREs in the 3′ UTR of the *Olig2* mRNA (Additional file 12: Fig S7a) using AREsite, an online database for the identification of AU-rich elements [81], and evolutionary conservation analysis indicated that these AU-rich regions are highly conserved across multiple species including mouse and human (Additional file 12: Fig S7b). Additionally, we observed the expression of endogenous OLIG2 protein can be influenced by *Olig2* 3′ UTR. These results suggest *Olig2* 3′ UTR may directly or indirectly interact with OLIG2 protein by competing endogenous *Olig2* mRNA. 

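In the GRCm38 reference, the 3′ UTR of Olig2 holds 2 copies of the pentamer ATTTA, at 91228604 to 91228608 and 91228667 to 91228671 on chromosome 16. It holds 1 copy of TATTTAW, where W is A or T, and 0 copies of the nonamer TTATTTAWW. A and T make up 49.7% of the 3′ UTR, and shuffles of its bases held 1.25 copies of ATTTA on average, with at least 2 copies in 3573 of 10000 shuffles (one-sided permutation p = 0.357). The RIP-Seq site holds none of them and ends 166 bp before the copies begin. Read with a 0-based start, which the list does not state, the site has the sequence CCTCCCACACACACACCTTTTGCCACCGTT, of which 24 of 30 bases are marked as repeat in the reference and 43.3% are A or T.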

Whether this interaction is direct or indirect still needs further investigation. Also, we cannot rule out the possibility that 3′ UTR can sequester other molecules that may reduce OLIG2 expression such as microRNAs and this can be tested in the future.

Through the analysis of OLIG2 RIP-Seq data, we found that OLIG2 significantly binds other targets (e.g. *Noc2l*, *Rae-1*, and *Rfc3*) with reported relevant functions in NSC biology. 

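The Noc2l site of Table S5 (ENSMUST00000179886, chromosome 4, 156246701 to 156246728) held 204 tags with a p-value of 0.00967, and no IgG site overlapped it. Over the whole gene, Noc2l had 1512 OLIG2 tags in 87 sites and 1354 IgG tags in 76 sites. The Rae1 site (ENSMUST00000138237, chromosome 2, 173012656 to 173012686) held 114 OLIG2 and 33 IgG tags, a ratio of 3.45 with a p-value of 6.01e-05. At Rfc3 (ENSMUST00000127366, chromosome 5, 151643737 to 151643760) there were 154 OLIG2 and 105 IgG tags, a ratio of 1.47 with a p-value of 1.48e-06, and the gene held 1306 and 1486 tags. The lowest FDR bound among these sites was 0.445.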

Using single cell transcriptomics researchers found *Noc2l*, an inhibitor of histone acetyltransferases, to be an early neural progenitor marker [82]. In another study *Rae-1*, the retinoic acid early induced transcript was found to be involved in regulating adult SVZ by supporting progenitor cell proliferation [83]. Interestingly *Rfc3*, the replication factor C subunit 3 is a predicted target gene of OLIG2 in the CHEA Transcription Factor Targets dataset from the Harmonizome database [84]. These results suggest that OLIG2 contributes to NSC proliferation by regulation after transcription. Further experiments are required to validate the binding of OLIG2 to other target mRNAs and the functional implications of these regulatory mechanisms in NSCs.

## Conclusions

Collectively, our genome-wide study of OLIG2 binding and epigenetic modification status during multiple stages of oligodendrocyte differentiation enables insights into stage-specific regulation of oligodendrocyte differentiation and reveals the previously unknown auto-regulation of OLIG2 expression at the transcriptional level and after transcription (Fig. 7). In the future, it would be essential to study the downstream genes and pathways regulated by these lncRNAs and to construct a genome-wide TF-lncRNA-chromatin modification protein regulatory network controlling oligodendrocyte development. These studies reveal potential missing links in the mechanisms of oligodendrocyte development, thereby can advance our understanding of the fundamental cell fate decisions during NSCs differentiation, demyelination diseases, and regenerative medicine.

**Fig. 7:**
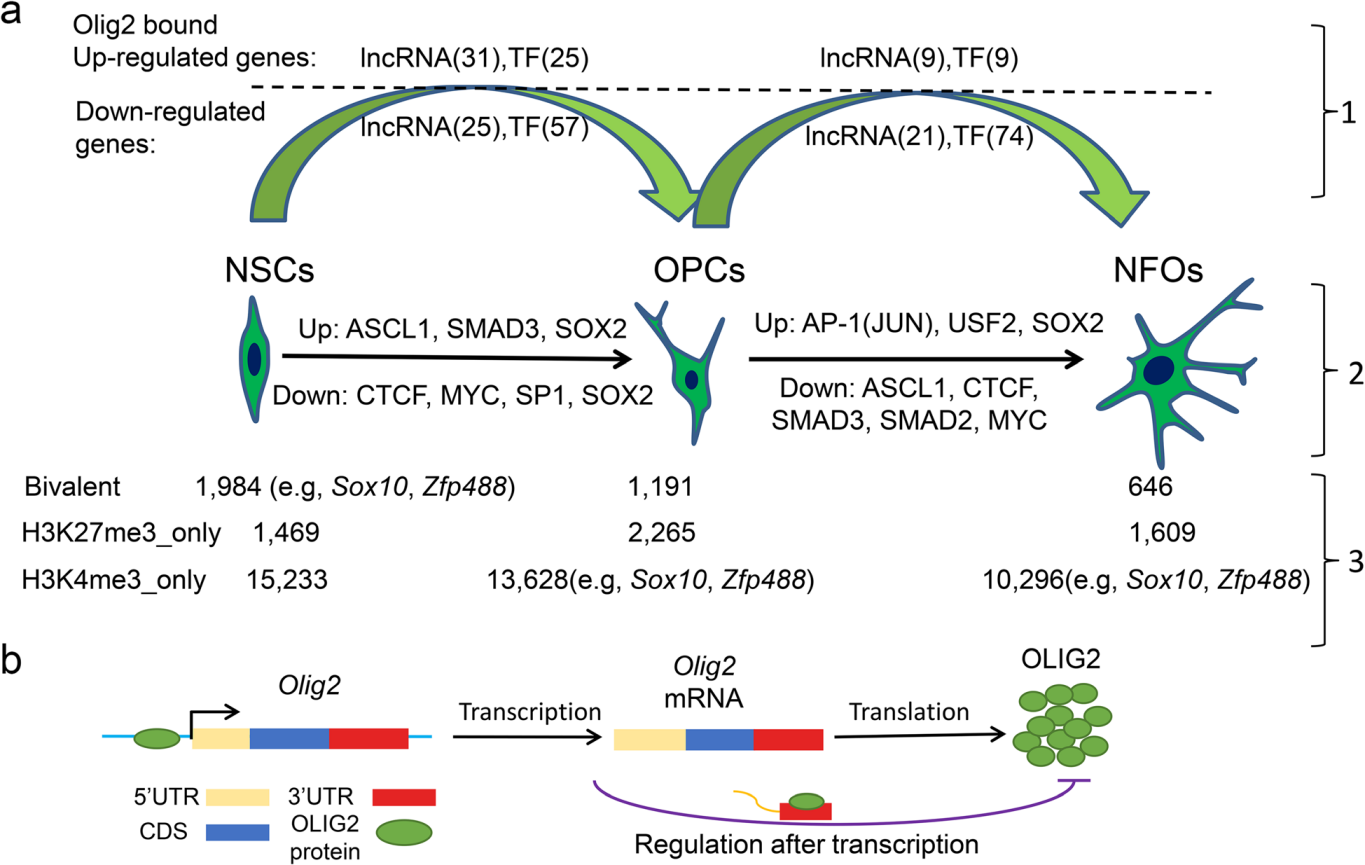
Diagram summarizing the main findings. **a** The first layer indicates the up- and downregulated of lncRNAs and TFs with OLIG2 called peaks. The second layer shows some examples of the TFs potentially cooperating with OLIG2 in the regulation of gene expression. The third layer indicates the dynamically regulated genes with histone marks in NSCs, OPCs, and NFOs and some examples mentioned in the manuscript. **b** The proposed involvement of OLIG2 in regulating its own gene expression at the transcriptional level as a transcriptional factor, and after transcription through *Olig2* 3′ UTR directly or indirectly to influence OLIG2 expression

## Methods

### Cell culture

The investigators conducting the experiments were blinded to group assignment and outcome assessment for all the following experiments described in this article.

Mouse neural stem cells (NSCs) from the cortices of embryonic (E14.5) CD-1 mice were purchased from R&D Systems. Briefly, cells were cultured on poly-d-lysine-coated flasks and passaged every 2 days in MEM/F12 medium (Gibco) containing 20 ng/ml EGF, 20 ng/ml FGF, B27, and N2 supplement (Invitrogen). When passaging, cells were dissociated using Accutase (Invitrogen). 293FT cell line was purchased from ATCC. Cells were cultured in DMEM (Gibco) medium with 10% FBS (Fisher) and passaged every 2–3 days.

### RNA immunoprecipitation and RNA sequencing

RNA-binding protein immunoprecipitation was carried out using an EZ-Magna Nuclear RIP (Cross-Linked) Nuclear RNA-Binding Protein Immunoprecipitation Kit (Catalog No. 17-10521, Millipore). Briefly, NSCs were fixed in 0.3% formaldehyde for 10 min at room temperature and quenched with glycine. Cells were collected by scraping and then pelleted by centrifugation. Cells were lysed in Nuclei Isolation Buffer and sonicated using a Bioruptor device (Diagenode) with a program of 5 cycles of 30 seconds ON and 30 seconds OFF. Sheared cross-linked chromatin was treated with DNaseI and immunoprecipitated using anti-OLIG2 antibody (AB9610, EMD Millipore) or rabbit IgG (2729S, Cell Signaling Technology) coupled to Magna ChIP protein A/G Magnetic Beads with rotation overnight at 4 °C. Protein-RNA cross-links were reversed by incubating at 60 °C in Elution Buffer. RNA was extracted using TRIzol (15596026, Invitrogen) and was used for library construction with the TruSeq RNA Library Prep Kit (RS-122-2001, Illumina) following the manufacturer’s protocols.

RIP to analyze the interactions between *lnc-OPC* and EZH2/SUZ was performed using EZ-Magna Nuclear RIP (Cross-Linked) Nuclear RNA-Binding Protein Immunoprecipitation Kit (Catalog No. 17-10521, Millipore) with NSCs lysate and anti-EZH2 or anti-SUZ12 as the immunoprecipitating antibody. IgG immunoprecipitation was used as a negative control. EZH2 antibody was purchased from EMD Millipore (17-662). SUZ12 antibody was purchased from Abcam (ab12073). Mouse IgG antibody was purchased from EMD Millipore (12-371).

### Animal experiments

Postnatal day 7 mouse brain (C57BL/6; The Jackson Laboratory, Bar Harbor, ME) were used for OPCs and NFOs purification. All animal experiments were performed according to the University of Texas Health Science Center Animal Welfare Committee guidelines for laboratory animals. We utilized sex-matched (approximately half male and half female) mice in all studies.

### Purification of oligodendrocyte progenitor cells (OPCs) and newly formed oligodendrocytes (NFOs)

OPCs and NFOs were acutely purified from mouse brains by immunopanning as described previously [34, 43, 44]. Briefly, mouse brains were dissociated into single cell suspensions with Neural Tissue Dissociation Kit (P) (MACS Miltenyi Biotec; 130-092-628) according to detailed manufacturer’s instructions. After depletion of microglia and endothelial cells from dissociated single cell suspensions with BSL-1 coated plates, the remaining cells were incubated on rat-PDGFRα antibody-coated (BD Pharmingen; 558774) plates to harvest OPCs and then incubated on a plate coated with anti-GalC hybridoma supernatant (from Dr. Qinlin Cao laboratory) to harvest NFOs.

### ChIP and sequencing

OLIG2 Low-cell ChIP was performed using the True MicroChIP Kit (Diagenode) and libraries were constructed with the DNA SMART ChIP-Seq Kit (Clontech) by following the manufacturer’s instructions. OLIG2 antibody used for ChIP-Seq was purchased from EMD Millipore (AB9610). Rabbit IgG unconjugated polyclonal antibody used for ChIP-Seq was purchased from Cell Signaling Technology (2729S). EZH2 antibody was purchased from EMD Millipore (17-662). SUZ12 antibody was purchased from Abcam (ab12073). Mouse IgG antibody was purchased from EMD Millipore (12-371).

### RNA pull-down assay

RNA pull-down assay was performed as previously described [85]. The full-length *Olig2* DNA was prepared by linearization of *Olig2* plasmid DNA by PacI enzyme, and *Olig2* 5′ UTR-CDS was linearization of *Olig2* plasmid by AfeI enzyme. The *Olig2* 3′ UTR and ZsGreen1 sequences were obtained by PCR amplification. The pRS314-T7-GFP and T7-CMVtrans-FFLuc-polyA plasmids were linearized by restrictive enzyme Kpnl and SacI respectively. Biotin-labeled RNAs were transcribed in vitro using the Biotin RNA Labeling Mix (Roche) and T7 RNA polymerase (Promega). The biotinylated RNAs were treated with RNase-free DNase I (Promega) and purified using the RNeasy Minielute Cleanup Kit (QIAGEN). Three micrograms of RNA were heated to 90 °C for 2 min, put on ice for 2 min in RNA Structure Buffer (10 mM Tris pH 7, 0.1 M KCl, 10 mM MgCl2), and then incubated at room temperature (RT) for 20 min to allow proper secondary structure formation. 10^7^ NSCs were harvested from culture by centrifugation at 300 g for 5 min. The cell pellet was resuspended in 2 ml PBS, 2 ml Nuclear Isolation Buffer (1.28 M sucrose, 40 mM Tris-HCl pH 7.5, 20 mM MgCl2, 4% Triton X-100), and 6 ml sterile water) on ice for 20 min. Nuclei were isolated by centrifugation at 2500*g* for 15 min. The nuclear pellet was resuspended in 1 ml RIP buffer (150 mM KCl, 25 mM Tris pH 7.4, 0.5 mM DTT, 0.5% NP40, 1 mM PMSF, and protease inhibitor (Roche Complete Protease Inhibitor Cocktail Tablets)). A Dounce homogenizer was used to mechanically shear the nuclei with 15–20 strokes followed by centrifugation at 13,000 RPM for 10 min to remove nuclear debris. Approximately 3% of the supernatant was reserved as the input sample. Structured RNA was then mixed with the NSCs nuclear extract in RIP buffer and incubated at RT for 1 h. A 60-μl aliquot of Streptavidin Agarose Beads (Invitrogen) was added to each reaction, which was further incubated at RT for 1 h. Beads were washed five times using Handee spin columns (Pierce) and boiled in SDS protein loading buffer, and standard Western blot technique [86] was used to detect OLIG2 protein. Scramble RNA was used as a negative control.

### Antibodies and plasmids

Rabbit anti-OLIG2 antibody was purchased from Millipore, CA (Cat. AB9610). Anti-GAPDH antibody was purchased from Millipore (Cat. ABS16). Pierce Fast Western Kit was purchased from Thermo Fisher Scientific Inc, MA (Cat. 35601). The PCR-cloned full-length *Olig2* 3′ UTR sequence from NSCs cDNA was sub-cloned downstream of pZsGreen1-C1 (Clontech) plasmid to generate the ZsGreen1 reporter constructs. The pCMV-Sport6 plasmid was purchased from Horizon Discovery and the *Olig2* cDNA was purchased from Dharmacon and cloned into the pCMV-Sport6 vector for overexpression assays. The plasmid pcDNA3.1 mRuby was obtained from Dr. Jianbo Wu from Dr. Radbod Darabi lab.

### *Olig2* 3′ UTR ZsGreen1 reporter transfections and flow cytometry

293FT cells were transiently transfected using X-tremeGENE HP DNA Transfection Reagent (Roche) under recommended conditions. A 2.77-μg aliquot of total plasmid DNA was used in each well of 6-well plate transfections. Along with the pcDNA3.1 mRuby vector, ZsGreen1 reporter constructs including pZsGreen1-*Olig2* 3′ UTR or pZsGreen1 empty vector were co-transfected with pCMV-Sport 6-*Olig2* vector or empty vector pCMV-Sport 6 at equal molar ratios into 293FT cells in triplicate for each group. Cells were harvested forty-eight hours after transfection, and flow cytometry (BD FACSAria II) analysis was performed to get MFI of ZsGreen1 and mRuby signals. Data were analyzed using FlowJo software (FlowJo.com). The statistically significant difference between the quantified signals was analyzed with paired two-tailed Student’s *t* test (n = 6). All quantified data were presented as mean ± SEM (standard error of the mean).

### NSC transfection

3 × 10^6^ NSCs were re-suspended in 100 μl P3 primary cell solution with plasmid DNA of ZsGreen1 reporter constructs with or without *Olig2* 3′ UTR. 100 μl Nucleocuvettes were used for transfection of NSCs with the DS-112 program applied [87]. Then the cells were diluted in 500 μl warmed NSC medium, pelleted by centrifugation, then were re-suspended in NSC medium and cultured on 6 well plates (coated by Poly-L-Ornithine and Fibronectin), and incubated at 37 °C in humidified air with 5% CO_2_.

For Western blot, the whole-cell lysate of the NSCs was prepared in RIPA buffer (50 mM Tris·HCl at pH 7.4, 150 mM NaCl, 1% Triton x-100, 1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA with Protease Inhibitor Mixture) and collected as supernatant after centrifugation at 10,000×*g* for 5 min. Samples were subjected to SDS-PAGE electrophoresis followed by electrotransfer to PVDF membranes. After transfer, Western blot was performed using the Pierce Fast Western Blot kit (Thermo Fisher Scientific Inc.), according to the manufacturer’s instructions [88]. Briefly, membranes were incubated with primary antibodies such as Rabbit anti-OLIG2 (1:3000) or Rabbit anti-GAPDH (1:1000) overnight at 4 °C. Bound primary antibodies were probed with horseradish-peroxidase-conjugated secondary antibodies, visualized by enhanced chemiluminescence, photographed by X-ray films, and quantified with the ImageJ software. The statistically significant difference between the quantified signals was analyzed with paired two-tailed Student’s *t* test (n = 3). All quantified data were presented as mean ± SEM (NSC+ZsGreenUTR vs NSC+ZsGreen group: 2.78 ± 1.37 vs 1.32 ± 0.18; both groups were normalized by setting NSC group as 1).

### RNA-Seq and ChIP-Seq data analysis in NSCs, OPCs, and NFOs

RNA-Seq data for eight purified brain cell types (NSCs, neurons, astrocytes, microglia, OPCs, NFOs, MOs (myelinating oligodendrocytes), and endothelial cells) are from our previous papers [21, 43]. Read mapping, transcript assembly, and expression estimation were performed in the same manner as in our previous publications [43, 89]. Reads were aligned to the mm10 reference genome using TopHat v2.1.0 [90] and FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values were obtained using Cufflinks v2.2.1 [91] with default parameters. Differentially expressed genes (DEGs) were analyzed using DEseq2 [92]. The significant DEGs were filtered according to the criteria |log2 (fold-change)| > 1, FDR < 0.01, and at least one sample with FPKM > 1.

ChIP-Seq of OLIG2, H3K4me3, and H3K27me3 in NSCs, OPCs, and NFOs were performed on the Illumina platform. All reads were mapped to the mm10 reference genome using Bowtie2 [93], and only unique mapped reads were used for subsequent analysis. OLIG2 ChIP-Seq data were analyzed using the transcription factor pipeline from ENCODE (https://github.com/kundajelab/chipseq_pipeline). Peaks for OLIG2 were called using SPP and filtered to exclude regions blacklisted by ENCODE. Resulting called peaks with FDR < 0.05 and fold-enrichment > 5 were used for downstream analysis. ChIP-Seq for H3K4me3 and H3K27me3 were analyzed using MACS2 (broad peak) and filtered to exclude the ENCODE blacklist regions. Only called peaks with FDR < 0.05 and fold-enrichment > 3.5 were used for further analysis. The genome-wide distribution of OLIG2 called peaks in NSCs, OPCs, and NFOs was analyzed using ChIPseeker [94]. To obtain a comprehensive mouse lncRNA database, we combined the known and predicted lncRNA annotation from GENCODE (ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M14/) and NCBI (ftp://ftp.ncbi.nih.gov/genomes/refseq/vertebrate_mammalian/Mus_musculus/all_assembly_versions/GCF_000001635.25_GRCm38.p5/). Annotated OLIG2 called peaks lying within 5 kb upstream of the TSS of a gene and within its CDS were retained for further analysis. Motif analysis based on the peak location within these regions was performed using HOMER motif tools (findMotifs.pl) [2]. When H3K4me3 and H3K27me3 called peaks overlapped, we merged the peak regions using “bedtools merge” into bivalent domains [95]. The H3K4me3 only peaks, H3K27me3 only peaks, and bivalent domain were annotated based on the 2 kb upstream and downstream of the TSS. The genes annotated with bivalent domains but no H3K4me3 only or H3K27me3 only peaks were designed as bivalent genes.

### RIP-Seq data analysis in NSCs

To identify potential OLIG2 binding sites we used ASPeak [96]. ASPeak is a peak detection algorithm that is sensitive to differential expression levels of target transcripts. We ran ASPeak with default parameters and used NSCs RNA-Seq data to estimate parameters *p* and *r* for the negative binomial distributions. We used NSCs IgG RIP-Seq as a control library. Gene annotations were performed with mm10 GENCODE file (release GRCm38). To determine statistically significant OLIG2 called peaks, we used three criteria: (a) tag count fold-change between OLIG2 RIP-Seq and IgG control greater than 2, (b) OLIG2 RIP-Seq *p* value less than 0.01, and (c) transcript RPKM greater than 1. Additional file 7: Table S5 includes a list of the significant OLIG2 targets found.

### Publicly accessible regulation database for oligodendrocyte development

To provide the called peaks of H3K4me3 (K4) and H3K27me3 (K27) in NSCs, OPCs, and NFOs as an accessible resource [49], we presented the peaks in this study using the WashU EpiGenome Browser, accessible at the following link: http://jiaqianwulab.org/OLIG2chip/oligodendrocyte_chip.html.

### Cell-type-specific expression lncRNAs

The cell-type-specific lncRNAs were identified using Z-scores [97]. The expression values of each gene were transformed into Z-scores. The transformed Z-score expression values were used to characterize specific expression pattern in each cell type. Genes with large positive Z-scores had particularly high expression in one cell type [97]. We sorted the Z-score expression values for the genes in each cell type and designated the top 100 lncRNAs as lncRNAs with cell-type-specific expression.

### *Olig2* overexpression RNA-Seq analysis

RNA-Seq data for *Olig2* overexpression in neural progenitors were downloaded from NCBI (GEO accession number: GSE65462). Read mapping, transcript assembly, and expression estimation were the same as the former. Three control samples (two other control samples were removed because of their low correlation with the control samples that were used) and two overexpression samples were used for subsequent analyses. DEGs were analyzed using DEseq2 [92]. Genes with significantly variable expression were filtered according to *p* value < 0.05, |fold-change| > 1.5, and at least one sample with FPKM > 1.

### Gene set enrichment analysis

We used H (hallmark gene sets), C2, and C5 curated gene sets to analyze the enriched functional GO terms and KEGG pathways [98]. A hypergeometric distribution was used to identify significant GO terms and KEGG pathways. Gene sets with an FDR < 0.05 were considered enriched.

### Predicting potential function of lncRNAs

We used a “guilt-by-association” method to infer putative functions of lncRNAs [89, 99]. Possible relationships between the expression of lncRNAs and protein coding genes were calculated using Pearson correlation. The ranked list of protein-coding genes for each lncRNA was used to identify significantly enriched gene sets corresponding to gene ontologies and canonical pathways from MSigGdb [98] using GSEA [46, 47]. Gene sets with an FDR < 0.25 were used to generate an association matrix [89]. Normalized enrichment scores (NES) were used to designate significantly enriched gene sets [89].

## Supplementary Information

**Additional file 1: Table S1.** The annotation of *Olig2* binding peaks in NSCs, OPCs, and NFOs (upstream 5 kb plus genebody).

**Additional file 2: Table S2.** The differentiation expressed genes of OPCs vs. NSCs and NFOs vs. OPCs (At least one sample's (NSCs/OPCs/NFOs) FPKM> 1, FDR < 0.01 and |log2(FoldChange)|> 1).

**Additional file 3: Table S3.** The gene expression patterns of lncRNA bound by OLIG2 in NSCs, OPCs and NFOs.

**Additional file 4: Fig S1.** The expression of *AC140285.1* in NSCs, OPCs and NFOs. The bar graphs show mean ± SEM (Standard error of the mean)

**Additional file 5: Table S4.** The annotation of ‘K4 only’, ‘K27 only’, and bivalent domains in NSCs, OPCs and NFOs (upstream and downstream 2 kb of TSS).

**Additional file 6: Fig S2.** a-c, Profiles of H3K4me3 and H3K27me3 marks and RNA-Seq are visualized using IGV (*Olig2* (a), *Yy1* (b) and *Gpr17* (c))

**Additional file 7: Table S5.** A list of statistically significant targets in OLIG2 RIP-Seq experiments

**Additional file 8: Fig S3.** Schematic representation of biotin-labeled RNA for RNA pull-down assay (a) and plasmid DNA used for transfection (b).

**Additional file 9: Fig S4.** a. Eleven Clusters of cell-type-specific lncRNAs and the expression of *Crnde* in eight brain cell types. b. ChIP-Seq profiles of *Gm28513* in NSC/OPC/NFO visualized using IGV, and expression of *Gm28513* in *Olig2*-overexpressing NPCs, NSCs and OPCs

**Additional file 10: Fig S5.** a, b. Heatmaps: 367 genes have bivalent domains in NSCs but with only H3K4me3 marks in OPCs and NFOs (a); 72 genes have bivalent domains in NSCs and OPCs but only H3K4me3 marks in NFOs (b).

**Additional file 11: Fig S6.** Interaction of *lnc-OPC* with EZH2 and SUZRIP is shown using NSCs lysate with anti-EZH2 or anti-SUZ12 as the immunoprecipitating antibody. IgG immunoprecipitation was used as a negative control. Purified RNA was then analyzed by qRT-PCR using primers specific for *lnc-OPC*. Fold-enrichment over IgG was calculated using the ΔΔCt method. Results represent three independent biological replicates; the bar graphs show means ± Standard Error. *t*-test analysis * *p* < 0.05.

**Additional file 12: Fig S7.** a, The presence of AU-rich elements in 3’ UTR of *Olig2* mRNA identified by searching AREsite2 database. b, Highly conserved *Olig2* AU-rich regions in multiple species

**Additional file 13: Fig S8.** Overview of the website.

## Data Availability

The datasets generated in the current study are available in the GEO dataset: GSE155890. The called peaks in OLIG2, H3K27me3 (K27), and H3K4me3 (K4) ChIP-Seq datasets in NSCs, OPCs, and NFOs are publicly available at http://jiaqianwulab.org/OLIG2chip/oligodendrocyte_chip.html (Additional file 13: Fig S8).

## Abbreviations

CNS: Central nervous
ESC: Embryonic stem cell
iPSCs: Inducible pluripotency cells
NSCs: Neural stem cells
NFOs: Newly formed oligodendrocytes
MOs: Myelinating oligodendrocytes
OPCs: Oligodendrocyte progenitor cells
NSPCs: Neural stem/progenitor cells
SVZ: Subventricular zone
AREs: AU-rich elements
UTR: Untranslated region
CDS: Coding sequence only
IRES: Internal Ribosome Entry Site
TSS: Transcription start sites
TF: Transcription factor
lncRNAs: Long non-coding RNAs
bHLH: Basic-helix-loop-helix
lincRNAs: Long intergenic noncoding RNAs
FPKM: Fragments Per Kilobase of transcript per Million mapped reads
DEGs: Differentially expressed genes
K27: H3K27m3
K4: H3K4m3
ChIP-Seq: Chromatin immunoprecipitation sequencing
RIP-Seq: RNA immunoprecipitation-sequencing
RNA-Seq: RNA sequencing
GSEA: Gene Set Enrichment Analysis
NES: Normalized enrichment scores
DNase-DGF: Digital DNase Genomic Footprinting
ENCODE: The Encyclopedia of DNA Elements
MFI: Median fluorescent intensity

How the deposited data were processed for this re-analysis (not part of the article)

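The deposited files cover 13 samples with 1 library per condition. H3K4me3 and H3K27me3 were measured by ChIP-Seq in NSCs, OPCs and NFOs (6 libraries), OLIG2 by ChIP-Seq in OPCs and NFOs (2 libraries), and OLIG2-bound RNA and an IgG control by RIP-Seq in NSCs as the paper describes them (2 libraries). The 3 input DNA libraries and the OLIG2 peaks of NSCs were not used here. Samples were grouped by the cell type and target of their titles, and for the RIP-Seq by the paper.

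The authors mapped the ChIP-Seq reads to mm10 with Bowtie2, kept uniquely mapped reads, called OLIG2 peaks with SPP and broad H3K4me3 and H3K27me3 peaks with MACS2, and excluded blacklisted regions. For each called peak the deposited lists give the fold enrichment over the control, a ratio computed by the authors' peak caller. They also give the −log10 of the FDR from the authors' SPP and MACS2 runs, and for the histone marks the −log10 p. The lists hold called peaks below the filter that the Methods state, and the filter was applied here. For the RIP-Seq, the authors ran ASPeak, and the deposited lists give the tag count of each called site as a whole number without normalization. The p-value of each site comes from the negative binomial model of the authors' ASPeak run, and the list for OLIG2 also holds upper bounds on the FDR. The RPKM in the deposited lists is that of the transcript and is the same in both libraries. FPKM values came from Table S3, for which the authors used TopHat and Cufflinks. Tables S1 and S4 are held here in part. Peaks they name were looked up in the deposited lists, and no enrichment or overlap of gene sets was tested against them.

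Genes came from GENCODE release M21 (35312 genes) with 7912 lncRNAs of the NCBI annotation of GRCm38 added. OLIG2 peaks were kept with an FDR below 0.05 and a fold enrichment above 5, and histone peaks with an FDR below 0.05 and a fold enrichment above 3.5. Peaks within 1 kb of the TSS of any transcript, between 1 and 3 kb, in the gene body, within 300 bp downstream or elsewhere (distal intergenic) formed 5 classes. A gene was annotated with an OLIG2 peak within 5 kb upstream of its TSS or in its body. Chromatin states were taken within 2 kb of the TSS, and a bivalent gene had a bivalent domain (an overlap of at least 1 bp) and neither a K4 only nor a K27 only peak. The assignment of chromatin states was checked on simulated peaks, and the states of 2000 of 2000 genes were recovered.

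A RIP-Seq site was counted with a ratio of OLIG2 to IgG tags above 2 over overlapping IgG sites, a p-value below 0.01 and an RPKM above 1. The lists do not give the depth of any library, so counts of peaks and sites were not scaled by depth, and exact binomial 95% intervals give the precision that the numbers of peaks, genes or tags allow. OLIG2 peak overlap was compared with 1000 circular shifts, and overlaps of bivalent genes with the number expected from the margins. FPKM and peak widths were compared by permutation tests with 100000 resamples across genes.

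The alternatives were a fold enrichment above 10 for OLIG2 and above 5 for histone marks, protein-coding genes alone, an upstream distance of 2 kb, a TSS distance of 1 kb and overlaps of 200 bp between marks or 50% of an OPC peak. Others were any gene with a bivalent domain, a pseudocount of 1, tag counts divided by the total tags over sites, a p-value below 0.001, a tag ratio above 4, no minimum RPKM, and sites without an IgG site counted. All listed peaks, 1 TSS per gene and H3K27me3 peaks of at least 1 kb alone were added after seeing the data. Genes were named if the paper names them beside a called peak, a histone mark or a RIP-Seq site. Also named were the genes nearest the 3 OLIG2 peaks with the highest fold enrichment in each cell type and the 5 RIP-Seq sites with the largest ratio. Lists of marker genes for the oligodendrocyte lineage, NSCs, microglia, neurons and astrocytes were written before the tests that use them. Differentially expressed genes, pathway enrichment, reporter assays and pull-downs were left out because they rest on data not used here.

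The analysis used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and Matplotlib 3.10.9.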

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

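The called peaks and sites described here are not discussed in the text of the paper. Table S1, which annotates OLIG2 called peaks, is held in part, so whether it lists them is unknown. The test of an Olig2 plasmid or cDNA was chosen only after the result was seen.

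An OLIG2 ChIP-Seq called peak of OPCs lay in the 3′ UTR of Olig2 itself (chromosome 16, 91228282 to 91228511), with a fold enrichment of 12.6 and an FDR of 1.13e-05. It ranked 1447 of 6566 OPC peaks by fold enrichment and overlapped the RIP-Seq site of Table S5 by 30 bp. No NFO peak was listed at Olig2. The peak lay within H3K4me3 called peaks of NSCs, OPCs and NFOs. Plasmid or cDNA of Olig2 in the OPC library could give such a peak, and 0 OPC peaks lay in the other exons of Olig2. A construct holding the 3′ UTR alone and binding of OLIG2 to its own gene cannot be told apart here, since the list holds called peaks and no reads. A difference in OLIG2 binding between OPCs and NFOs stays open and was not tested.

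The OPC peaks with the highest fold enrichment lay at Atg2a (167), Tmcc3 (112) and Ppp1r10 (109), and those of NFOs at Atg2a (189), Ppp1r10 (112) and Adap2 (107). If such sites were enriched in any library, H3K27me3 peaks would overlap them more often than other OLIG2 peaks. Of the 100 OPC peaks with the highest fold enrichment, 11.0% overlapped an H3K27me3 peak of OPCs, against 7.67% of the others (two-sided Fisher's exact test, p = 0.253), which is too small a difference for its spread to decide. Overlap with H3K4me3 was 38.0% against 12.5% (two-sided Fisher's exact test, p = 1.47e-10), so preferential recovery of open promoters stays open as well. Sites enriched in any library and sites of strong OLIG2 binding cannot be told apart with 1 library of each kind. Atg2a and Ppp1r10 overlapped H3K4me3 in NSCs, OPCs and NFOs, and Tmcc3 and Adap2 overlapped neither mark. A difference between cell types, such as the peak at Adap2 in NFOs alone, was not tested.

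The RIP-Seq sites with the highest ratios of OLIG2 to IgG tags lay in Prpf8 (25.3), Gaa (21.2) and Gm47283 (21.0). Reads shared with exact copies elsewhere in the genome are argued against for Prpf8 and Gaa, since the sequence of each site occurs at 1 place. Copies with mismatches were not sought. The Gm47283 site is shorter than a read, and its sequence occurs at 56 places, so shared reads and bound RNA cannot be told apart there. Ratios of this size may also arise between any pair of RIP-Seq libraries. With OLIG2 and IgG exchanged, 625 IgG sites met the same criteria, with a highest ratio of 23.4. No biological explanation was tested, because the design has 1 cell type for the RIP-Seq.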

How the results depend on the processing

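The settings were fixed before the data were examined, except all listed peaks, 1 TSS per gene and H3K27me3 peaks of at least 1 kb alone, which were chosen only after the results were seen. Settings applied to the named genes, to ribosomal protein genes and to the genes bivalent in NSCs and OPCs and K4 only in NFOs were also chosen after.

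Over 55 results, 205 values under alternatives were computed. Of these, 101 moved by more than their interval or, for counts, by over 1.5 times, 103 did not, and 1 test no longer passed its threshold. Among the 114 values of settings fixed in advance, 63 moved and 51 did not. The tests computed again under alternatives were those of FPKM and of H3K4me3 at ribosomal protein genes, and none changed its direction. The differences in FPKM between K4 only lncRNAs and lncRNAs without a mark held in NSCs, OPCs and NFOs with a TSS distance of 1 kb, a pseudocount of 1 and all listed peaks. For ribosomal protein genes in NFOs against OPCs, the odds ratio of 0.115 was 0.0626 with a fold enrichment above 5 and 0.162 with a TSS distance of 1 kb. With all listed peaks it was 0.271 and no longer passed 0.05 (two-sided Fisher's exact test, p = 0.0785), in a test that does not pair the genes between cell types. An upstream distance of 2 kb, an overlap of 50% of the OPC peak and scaled tag counts moved no result they were applied to.

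With a fold enrichment above 10, fewer OLIG2 peaks pass by construction: 2316 in OPCs and 5471 in NFOs, of which 397 OPC peaks overlapped an NFO peak. Peaks within 5 kb upstream or in the gene body numbered 1696 and 3684, at 1945 and 3830 genes, 756 of them in both. Table S3 lncRNAs found again numbered 79 and 103. Within 1 kb of a TSS lay 20.5% and 11.8%, and in distal intergenic regions 31.5% and 37.3%. The cause of the moved shares was not tested.

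With a fold enrichment above 5, fewer histone peaks pass by construction. In NSCs there were 15298 H3K4me3 peaks (77.4% within 1 kb of a TSS, 8.69% distal intergenic) and 3905 H3K27me3 peaks (11.2% and 49.4%). H3K4me3 peaks of OPCs had shares of 87.7% and 6.83%, and the 8846 H3K27me3 peaks had 16.4% and 39.1%. In NFOs there were 7399 H3K4me3 peaks (61.0% and 21.0%) and 1623 H3K27me3 peaks (34.8% and 26.1%). Bivalent genes numbered 416, 547 and 328 in NSCs, OPCs and NFOs, so the order of NSCs and OPCs changed. K27 only genes numbered 250 in NSCs and 366 in NFOs, and K4 only genes 5374 in NFOs. Genes bivalent in all 3 cell types fell to 79, NSC bivalent genes K4 only later to 56, and genes bivalent in NSCs and OPCs and K4 only in NFOs to 25. The cause of the moved shares and of the changed order was not tested.

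With protein-coding genes alone, fewer genes are counted by construction. OLIG2 peaks within 1 kb of a TSS were 13.1% and 8.25% in OPCs and NFOs, and distal intergenic peaks 41.8% and 46.6%. Within 1 kb of a TSS lay 51.0%, 73.5% and 50.8% of the H3K4me3 peaks and 5.96%, 13.0% and 20.6% of the H3K27me3 peaks of NSCs, OPCs and NFOs. K27 only genes numbered 418, 807 and 795, and bivalent genes 826, 666 and 339.

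With a TSS distance of 1 kb, NSCs had 596 K27 only genes. With an overlap of at least 200 bp, OPCs had 650 bivalent genes, 136 genes were bivalent in all 3 cell types, and 43 were bivalent in NSCs and OPCs and K4 only in NFOs. Counting any gene with a bivalent domain, 443 genes were bivalent in all 3 cell types. These settings narrow or widen the definition by construction.

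With all listed peaks, H3K27me3 peaks numbered 36069 in NSCs and 29417 in OPCs. H3K4me3 shares within 1 kb of a TSS were 45.0%, 73.0% and 44.9% in NSCs, OPCs and NFOs, and distal intergenic shares 21.9%, 14.6% and 31.4%. For H3K27me3, distal intergenic shares were 49.8%, 42.6% and 34.8%, and shares within 1 kb were 13.4% in OPCs and 20.1% in NFOs. Bivalent genes in NSCs numbered 1980, of which 461 were K4 only later, and 108 genes were bivalent in NSCs and OPCs and K4 only in NFOs. With 1 TSS per gene, OLIG2 shares within 1 kb were 10.9% and 6.66% in OPCs and NFOs, and distal intergenic shares 32.0% and 36.7%. The cause of these moved shares was not tested.

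With H3K27me3 peaks of at least 1 kb alone, K27 only genes numbered 183, 536 and 632 in NSCs, OPCs and NFOs, and bivalent genes 742 in NSCs and 606 in OPCs. NSC bivalent genes K4 only later fell to 92, and genes bivalent in NSCs and OPCs and K4 only in NFOs to 17. Narrow peaks are left out by construction. Sox10 and Zfp488 lost the change from bivalent to K4 only with this setting and with a fold enrichment above 5.

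RIP-Seq sites that met the criteria numbered 236 with a p-value below 0.001, 189 with a tag ratio above 4, 1407 without a minimum RPKM, and 10226 with sites lacking an IgG site counted. Each of these narrows or widens the criteria by construction.

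No analysis paired by animal or preparation was possible because each condition has 1 library. The depth of the libraries is not in the lists, so how far differences in depth between cell types limit the numbers of peaks and of bivalent genes is unknown.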

Differences from the paper's values

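Of 41 values that the paper states and that were computed here, 33 fell within 1.5 times of the paper's and 8 did not. A setting is said to close a gap where its value falls within 1.5 times of the paper's.

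The share of OLIG2 called peaks within 1 kb of a TSS was 14.8% in OPCs against the paper's 9.36%. Among the alternatives set before the data were examined, protein-coding genes alone closed the gap with 13.1%, and a fold enrichment above 10 did not, with 20.5%. All listed peaks gave 14.3%, and 1 TSS per gene closed the gap with 10.9%, both chosen after seeing the values.

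In NFOs the share was 9.78% against the paper's 5.34%. Neither a fold enrichment above 10 (11.8%) nor protein-coding genes alone (8.25%), both set before the data were examined, closed the gap. All listed peaks gave 9.56%, and 1 TSS per gene closed the gap with 6.66%, both chosen after seeing the values.

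Bivalent genes made up 2.99% of genes in NSCs against the paper's 4.7%. Among the alternatives set before the data were examined, protein-coding genes alone (3.77%) and any gene with a bivalent domain (3.66%) closed the gap. The 3.77% is a share of protein-coding genes and not of all genes. The number behind it, 826, lay further from the paper's 1984. A fold enrichment above 5 (0.962%), a TSS distance of 1 kb (2.87%) and an overlap of at least 200 bp (2.64%) did not. All listed peaks closed it with 4.58%, a setting chosen after seeing the values.

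The number of bivalent genes in NSCs was 1293 against the paper's 1984. Any gene with a bivalent domain gave 1580 and closed the gap. The other alternatives set before the data were examined did not, with 416 for a fold enrichment above 5, 826 for protein-coding genes alone, 1242 for 1 kb and 1143 for 200 bp. All listed peaks gave 1980, chosen after seeing the values.

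NSC bivalent genes that were K4 only in OPCs and NFOs numbered 216 against the paper's 459. None of the alternatives set before the data were examined closed the gap, with 56 for a fold enrichment above 5, 204 for 1 kb and 284 for any bivalent domain, and an overlap of at least 200 bp did not close it either. All listed peaks gave 461, chosen after seeing the values.

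Genes bivalent in NSCs and OPCs and K4 only in NFOs numbered 65 against the paper's 108. No alternative was set for this number before the data were examined. Of those chosen after seeing the values, all listed peaks (108) and any gene with a bivalent domain (83) closed the gap, and a fold enrichment above 5 (25), 1 kb (66), 200 bp (43) and H3K27me3 peaks of at least 1 kb alone (17) did not.

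Of the 13 genes that the paper names as bivalent with OLIG2 called peaks, 7 were bivalent in NSCs and K4 only in OPCs and NFOs, against the paper's 13. No alternative was set for this number before the data were examined. All listed peaks gave 13, chosen after seeing the values. A fold enrichment above 5 (2), 1 kb (6), 200 bp (6), any bivalent domain (7) and H3K27me3 peaks of at least 1 kb alone (0) did not close the gap.

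RIP-Seq sites that met the criteria numbered 553 against the paper's 11. None of the alternatives set before the data were examined closed the gap, with 552 for scaled tag counts, 236 for a p-value below 0.001, 189 for a ratio above 4, 1407 without a minimum RPKM and 10226 with sites lacking an IgG site counted. Of the sites of Table S5, 5 met the criteria. Sites without an overlapping IgG site were counted only under the last of these, and Rfc3, with a ratio of 1.47, met the criterion on the ratio under none.

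The paper names the Olig2 3′ UTR site as the most significant RIP-Seq target. Here no IgG site overlapped it, and its ratio to the nearest IgG site, 648 bp away, was 18.1. By this ratio it ranked 6 among RIP-Seq sites. Its p-value ranked 137 among 13381 sites with a transcript RPKM above 1.

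The paper places Pdk1 among genes bivalent in NSCs and OPCs. It was K4 only in NSCs here, and bivalent in NSCs and OPCs with all listed peaks, chosen after seeing the values.

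The paper counts more lncRNAs of clusters 4 and 5 with OLIG2 peaks in NSCs alone than Table S3 marks, which is 23 and 19. It places Sox2ot in cluster 6 with high expression in OPCs, and Table S3 places it in cluster 10, with FPKM of 39.8 and 18.7 in OPCs and 113 and 49.5 in NFOs.

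The paper describes Rae-1 as the retinoic acid early induced transcript. The site of Table S5 lies in Rae1 on chromosome 2.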

Other observations

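The tests of random places and of H3K27me3 width behind the change to K4 only, the tests of the Olig2 RIP-Seq ratio, and the test of K27 only shares with all listed peaks were chosen only after the results were seen. The groups of OLIG2 peaks compared for E-boxes were also formed after. No biological explanation was tested except where a difference between cell types is named.

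The labels of the histone libraries name the other antibody than the titles. If the files titled H3K4me3 held H3K27me3 peaks, they would lie less often near a TSS than the peaks titled H3K27me3. Within 1 kb of a TSS lay 53.5% of the peaks titled H3K4me3 against 7.40% in NSCs, 76.3% against 15.5% in OPCs, and 53.4% against 23.8% in NFOs, which argues against exchanged files. The peak names of Table S4 show which file the authors used and not which antibody.

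The labels give newly formed oligodendrocytes for the RIP-Seq libraries, where the paper gives NSCs. Of 10 marker transcripts of myelin and NSCs, 1 had a listed site, Mbp, with 1063 OLIG2 and 3030 IgG tags. Over all 27 markers, 2 had sites, Mbp and Rbfox3. With so few markers listed, the cell types cannot be told apart from these lists.

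At NSC bivalent genes that were K4 only later, H3K27me3 peaks were narrower than at genes bivalent in NSCs, OPCs and NFOs. Repeats may be part of the explanation, since 47.0% of bases in narrow H3K27me3 peaks (under 500 bp) overlapping H3K4me3 were repeat-masked, against 22.0% in peaks of at least 1 kb and 36.4% in the reference. Random placement is argued against, because 2242 of the 17990 narrow peaks overlapped H3K4me3, 7.77 times the mean of 1000 shifts, and 0 shifts gave as many. The number of genes that change from bivalent to K4 only rests in large part on narrow peaks, and was 92 with H3K27me3 peaks of at least 1 kb alone. Weak marking in a part of the NSCs stays open and was not tested, and so do differences between single-end and paired-end reads.

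Fewer genes carried H3K4me3 in NFOs than in NSCs and OPCs. Ribosomal protein genes are expressed in every cell type, and 73.7% of the 76 had an H3K4me3 peak in NFOs (95% interval 62.3 to 83.1%), against 96.1% in NSCs and in OPCs (NFOs against OPCs, odds ratio 0.115, two-sided Fisher's exact test across genes, p = 0.000168). With all listed peaks, chosen after seeing the data, the NFO share was 86.8% and the difference from OPCs did not pass 0.05 (odds ratio 0.271, two-sided Fisher's exact test across genes, p = 0.0785). The same 76 genes were scored in each cell type, and the test ignores that pairing. It therefore cannot decide whether the difference holds with all listed peaks. Lower recovery of H3K4me3 in the NFO library may explain part of the lower number. A loss of the mark in NFOs at other genes stays open and was not tested.

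Fewer genes were bivalent in NFOs than in OPCs. If loss of the H3K4me3 call were the whole cause, genes would keep H3K27me3 alone. Of 719 genes that lost bivalency, 25.3% kept H3K27me3 without H3K4me3, 40.5% kept H3K4me3 without H3K27me3, 19.1% kept both without meeting the definition, and 15.2% kept neither. This argues against that explanation for the whole change. A difference between OPCs and NFOs and a lower recovery of both marks stay open.

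Olig2 stands apart from other transcripts in the ratio of listed RIP-Seq tags, 82.1 when summed. The minimum number of tags for a listed site may inflate this ratio, since it was 4.21 at the site listed with the same ends in both libraries. That was the highest of 35 such sites with at least 100 IgG tags, whose median was 1.03. Genomic DNA recovered evenly across genes would give other genes as many tags. An RPKM above 1 was found for 154 other genes. Of these, 93.5% (95% interval 88.4 to 96.8%) had fewer OLIG2 tags at any 1 position than every site of Olig2. This argues against such DNA. The comparison cannot exclude DNA of the Olig2 locus alone, precipitated with OLIG2. All 42 sites lay in exons, as they would for Olig2 plasmid or cDNA in the OLIG2 library, so such a source and bound mRNA cannot be told apart.

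With the libraries exchanged, 625 IgG sites met the criteria for OLIG2 sites, against 553 OLIG2 sites. A ratio above 4 was reached by 225 IgG and 189 OLIG2 sites, and above 10 by 22 and 23. Differences between any pair of RIP-Seq libraries may account for the number of OLIG2 sites that met the criteria.

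E-boxes (CATATG, CAGATG or CAGCTG on either strand) were sought within windows of 200 bp. In OPCs 31.9% of OLIG2 summits held one, against a share of windows beside them with a 95% interval of 26.2 to 27.8%. In NFOs the shares were 27.2% and 27.2%. In OPCs the excess lay in CAGCTG (12.7% against 8.29%) and CAGATG (17.3% against 15.1%), and CATATG was no more frequent at summits (5.56% against 5.80%). In NFOs CAGCTG was slightly more frequent at summits (9.09% against 8.49%), with overlapping intervals. CAGATG (15.2% against 15.4%) and CATATG (5.70% against 5.73%) were no more frequent there. Among peaks shared by OPCs and NFOs, 42.0% of OPC and 41.4% of NFO summits held one, against 30.3% and 26.3% of the others. For a fold enrichment above 20 the shares were 52.2% in OPCs and 45.9% in NFOs. At NFO peaks not shared with OPCs, the share was no higher than in windows beside NFO summits. Peaks of low fold enrichment may hold more background, and the cause of the difference between the cell types was not tested.

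With all listed peaks, the numbers of bivalent genes came closer to the paper's, with 1980 in NSCs, 1185 in OPCs and 645 in NFOs against the paper's 1984, 1191 and 646. K27 only shares also came closer, with 3.48%, 5.33% and 3.75% against the paper's 3.5%, 5.4% and 3.8%. K4 only shares came closer in NFOs alone. In the K4 only part of Table S4 held, 80 of the 1430 NSC H3K4me3 peaks (5.59%) were below the filter of the Methods, with a lowest fold enrichment of 2.55, against 20.7% of the deposited list. In the part of Table S1 held for OPCs, 0 of 1392 OLIG2 peaks were below it. The K4 only states of the paper in NSCs therefore include H3K4me3 peaks below the stated filter. Its other chromatin states may include such peaks as well.

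Of the marker lists, H3K4me3 was found in NSCs, OPCs and NFOs at 5, 5 and 2 of 8 oligodendrocyte lineage genes, 4, 4 and 2 of 5 NSC genes, 0, 0 and 0 of 5 microglia genes, 4, 4 and 2 of 5 neuron genes, and 1, 1 and 1 of 4 astrocyte genes.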
